# Evidence in support of chromosomal sex influencing plasma based metabolome vs APOE genotype influencing brain metabolome profile in humanized APOE male and female mice

**DOI:** 10.1371/journal.pone.0225392

**Published:** 2020-01-09

**Authors:** Yuan Shang, Aarti Mishra, Tian Wang, Yiwei Wang, Maunil Desai, Shuhua Chen, Zisu Mao, Loi Do, Adam S. Bernstein, Theodore P. Trouard, Roberta D. Brinton

## Abstract

Late onset Alzheimer’s disease (LOAD) is a progressive neurodegenerative disease with four well-established risk factors: age, APOE4 genotype, female chromosomal sex, and maternal history of AD. Each risk factor impacts multiple systems, making LOAD a complex systems biology challenge. To investigate interactions between LOAD risk factors, we performed multiple scale analyses, including metabolomics, transcriptomics, brain magnetic resonance imaging (MRI), and beta-amyloid assessment, in 16 months old male and female mice with humanized human APOE3 (hAPOE3) or APOE4 (hAPOE4) genes. Metabolomic analyses indicated a sex difference in plasma profile whereas APOE genotype determined brain metabolic profile. Consistent with the brain metabolome, gene and pathway-based RNA-Seq analyses of the hippocampus indicated increased expression of fatty acid/lipid metabolism related genes and pathways in both hAPOE4 males and females. Further, female transcription of fatty acid and amino acids pathways were significantly different from males. MRI based imaging analyses indicated that in multiple white matter tracts, hAPOE4 males and females exhibited lower fractional anisotropy than their hAPOE3 counterparts, suggesting a lower level of white matter integrity in hAPOE4 mice. Consistent with the brain metabolomic and transcriptomic profile of hAPOE4 carriers, beta-amyloid generation was detectable in 16-month-old male and female brains. These data provide therapeutic targets based on chromosomal sex and APOE genotype. Collectively, these data provide a framework for developing precision medicine interventions during the prodromal phase of LOAD, when the potential to reverse, prevent and delay LOAD progression is greatest.

## Introduction

APOE genotype and female chromosomal sex are two known risk modulators for late onset Alzheimer’s disease (LOAD), where APOE4 carriers [1–8] and females [9–14] exhibit a higher life-time risk of Alzheimer’s disease. An early indicator of LOAD risk is decline in brain glucose metabolism, a key phenotype observed during the prodromal phase of LOAD, and a hallmark of the disease [15–22]. APOE4 carriers exhibit lower brain glucose metabolism in early midlife [23–32], as do women during the perimenopausal endocrine transition, which is greatest in post-menopause [19, 33]. Further, females exhibit an earlier onset of brain glucose hypometabolic phenotype than males [33, 34].

Similarly, APOE4 carriers had an earlier onset of brain glucose hypometabolism in multiple brain regions, including posterior cingulate, parietal lobe, temporal lobe, prefrontal cortex, parahippocampal gyrus, and thalamus [24, 30], which was paralleled by a greater reduction in glucose metabolism in longitudinal analyses [23, 30]. Further, in both MCI and AD populations, APOE4 carriers display more widespread brain glucose hypometabolism [26] and a more severe phenotype in regions vulnerable to AD pathology, including parietal lobe, temporal lobe, and cingulate areas [27, 28, 35].

Mechanistic analyses indicate that brain glucose hypometabolism in AD models is associated with impairment in mitochondrial oxidative phosphorylation (OXPHOS) [36–43] which is also evident in perimenopausal females [44, 45] and in APOE4 carriers [31, 46, 47]. While previous studies using humanized APOE4 knock-in mice and isolated neurons confirmed down regulation of OXPHOS and energy metabolism genes compared to APOE3 counterparts [48–50], the impact of sex, and potentially sex–APOE interplay, is not fully understood. Further, given the high energy demand of the brain, glucose hypometabolism and mitochondrial bioenergetic dysregulation have a profound impact on the balance of brain metabolome. Brain proteomic analysis in humanized APOE4 knock-in mice revealed down-regulation of enzymes involved in metabolic processes from glycolysis, TCA cycle, amino acid metabolism, and to lipid metabolism [47]. Metabolomic analysis in AD patients also confirmed alternations in brain lipid profiles [51–53]. Mechanistic and clinical research revealed that brain lipid metabolic dysregulation is associated with white matter disintegration [54, 55], and can drive inflammatory responses in the brain to modulate the risk of LOAD [52, 56–58].

Herein, we describe a series of systems biology analyses that link peripheral and brain metabolic profiles in both females and males carrying humanized APOE 3 and 4 alleles (hAPOE3 and hAPOE4 respectively). We further report associations between neural structure, beta amyloid generation and peripheral and brain metabolomics and transcriptomic profiles. In this study, we investigated the impact of sex difference and APOE genotype on peripheral and brain metabolism in humanized APOE targeted replacement mice. We also investigated the impact of chromosomal sex and APOE genotype on brain biomarkers and imaging marker of AD in aged animals. Our transcriptomic analysis further supports lipid metabolism dysregulation as a susceptibility factor for AD, and present inflammation as a potential link and therapeutic target to prevent AD.

## Methods

### Animals

All animal studies were performed following National Institutes of Health guidelines on the use of laboratory animals and all protocols were approved by the University of Southern California Institutional Animal Care and Use Committee. Female and male humanized *APOE3* targeted replacement (hAPOE3) and *APOE4* targeted replacement (hAPOE4) homozygous mice on a C57BL/6 background strain were obtained from Taconic Inc. Male hAPOE3 (M.APOE3), male hAPOE4 (M.APOE4), female hAPOE3 (F.APOE3) and female hAPOE4 (F.APOE4) animals were aged to 16 months.

### Plasma metabolic markers

Fasting blood was collected by retro-orbital bleeding from both 6-month and 16-month-old mice into EDTA-coated blood tubes. Fasting glucose was measured by glucose meter (Abbott, 70804 and Abbott, 70819–70) on whole blood. Fasting plasma triglyceride level (Cayman Chemical, 10010303) and ketone body level (Cayman Chemical, 700190) were measured by colorimetric assays following manufacturer’s instructions. Fasting plasma insulin level was measured by ELISA assay (Crystal Chem, 90080) according to manufacturer’s instructions.

### Metabolomic analysis

Both plasma (fasted) and cortex samples (non-fasted) from each sex and APOE genotype group (N = 5) were sent to Translational Genomics Research Institute (Phoenix, AZ) for targeted metabolomic analysis using AbsoluteIDQ^®^ p180 kit (Biocrates Innsbruck, Austria). A total of 187 metabolites including amino acids, carnitines, sphingomyelins, phosphatidylcholine and lyso-phosphatidylcholine were queried using ultra-performance liquid chromatography-tandem mass spectrometry [(UP)LC-MS/MS]. All concentrations were scaled to sample weight (Cortex) or volume (Plasma). Missing values were replaced by synthetic minima (half of the minimum positive value, MetaboAnalyst [59]). Analytes were removed from analysis if they harbored >50% missing values. For PCA and heatmap visualization and statistical analysis, the concentration data were normalized by log2 transformation and autoscaling.

To compare potential Sex and APOE genotype effects, the metabolites were analyzed by Linear Mixed Effect Models through Limma 3.36.5 package [60], by specifying fixed effects: Gender + APOE + Gender*APOE.

### Brain perfusion

Animals were sedated with an injection of ketamine and xylazine. The animals were transcardially perfused with 4% paraformaldehyde for 5 minutes. Following which, the skull of the animal was detached and stored in Trump’s fixative (1% glutaraldehyde and 4% formaldehyde) at RT for 24 hours and then moved to 4°C until further processing. A total of animals, 2 animals/group were used.

### Magnetic resonance imaging (MRI)

Male and female, hAPOE3 and hAPOE4 mice were perfused with intact skulls underwent MRI imaging post-fixation using a 7T Bruker BioSpec^®^ preclinical MRI scanner. Anatomical 3-dimesional T2-weighted RARE (Rapid Acquisition and Refocused Echoes) images were collected with TR (Repetition time)/TE_eff_ (Effective Echo time) = 1500/40ms, RARE factor of 8, and 75μm isotropic resolution. In addition, three sets of Diffusion Magnetic Resonance Imaging (dMRI) were collected using 8-shot echo planar imaging with 32 directions and a diffusion weighting of b = 1000s/mm^2^, and 4 b = 0 images. In plane resolution was 150μm and slice thickness was 450μm. Three contiguous datasets shifted by 150μm, were collected such that super resolution reconstruction produced dMRI datasets with 150μm isotropic resolution.

### Magnetic resonance image analysis

The high-resolution structural MRI images were semi-automatically brain extracted using MRIcron (www.nitrc.org) and Mango (www.ric.uthscsa.edu/mango/) programs and bias field-corrected using N4 implemented in ANTs (www.nitrc.org). The data was further analyzed by registering a T2-weighted reference image and atlas with 356 regions of interest (ROIs) [61] to each animal using the SyN algorithm in ANTs. Regional brain volumes of hAPOE3 and hAPOE4, male and female mice were assessed and percentage normalized to their respective total brain volumes. Statistical analyses were conducted using student t-test.

Raw, low-resolution, dMRI images were motion and eddy-current corrected using FSL’s eddy-correct [62] and denoised using a diffusion-matched principal component analysis technique [63]. Subsequently, the three low resolution datasets were reconstructed using in-house super-resolution reconstruction software, written in Julia [64], to generate 150 μm isotropic dMRI data. The brain was then semi-automatically extracted from non-brain tissue, bias field corrected and run through a two-step SyN registration performed in ANTs to create a labeled atlas in individual diffusion space. The high-resolution dMRI data were then fit to the diffusion tensor imaging (DTI) model using weighted linear least squares [65]. From the DTI fit, fractional anisotropy (FA) was calculated on a voxel-by-voxel basis using in-house Python code. Parameter maps were analyzed by registering the mouse atlas to each individual fixed mouse brain dMRI data, and then comparing the mean value of the top quartile of FA in white matter ROIs. FA values from male and female hAPOE3 and hAPOE4 animals were statistically compared using Friedman’s non-parametric rank test.

### Dissection of the Brain

Mice were euthanized per NIH guidelines and IACUC animal protocol at University of Southern California. Following anaesthetization, animals were perfused with phosphate buffered saline before brain dissection. On ice, brainstem and cerebellum were first removed. The two hemispheres were then separated, and hippocampi were isolated from cortical tissue. Brain tissues were snap frozen in liquid nitrogen before being stored in -80°C for subsequent assays.

### RNA isolation

Frozen hippocampal tissues were directly homogenized in TRIzol^®^ Reagent (Invitrogen, 15596026) using The Bullet Blender^®^ and silicon beads. Chloroform was used to extract RNA from the homogenate at a volume ratio of 1:5 to that of the TRIzol^®^ Reagent. Ethanol was then used to precipitate nucleic acids from the aqueous phase. RNA was further purified using PureLink^™^ RNA Mini Kit (Invitrogen^™^, 12183018A) following manufacturer’s instructions. Purelink^™^ DNase (Invitrogen^™^, 12185010) was used to eliminate DNA contamination. Purified RNA was eluded in RNase-free, diH_2_O. RNA concentration and quality were checked by NanoDrop^™^ One.

### RNA sequencing (RNA-Seq)

RNA-Seq was conducted on bulk hippocampal RNA at Vanderbilt Technologies for Advanced Genomics (VANTAGE). Five animals were included per sex and APOE genotype group. Only RNA samples with an acceptable RNA quality indicator score (RQI >7) were used for sequencing. Sample was enriched for polyA-mRNA during library preparation. Sequencing was performed using Illumina HiSeq3000, with 75bp paired-end read length and 30 million read depth. Transcripts were mapped to mouse cDNA (ensembl release 95) using Salmon 0.91 [66].

Tximport V1.6.0 [67] was used to generate a counts table from salmon output and DESeq2 V1.18.1 [68] was used to calculate normalized read counts for each gene to perform expression analysis. DESeq2 uses a generalized linear model (GLM) to evaluate differential expression while accounting for biological variance and uses a Wald test statistic to evaluate significance. The GLM in the analysis is: ~ Sex + APOE + Sex*APOE. The fold change was determined by dividing the average normalized read counts of one group of samples over the other groups of samples for each gene. P-values were corrected using the Benjamini and Hochberg False Discovery Rate, total number of significantly differentially expressed genes (referred to as DEG, here and after) with p-adjusted values less than 0.05 was determined. For the heatmap of selected pathways, the average expression value of vst transformed normalized counts from DESeq2 is presented for each gene in the pathway.

### Gene set enrichment expression analysis (GSEA)

A gene set enrichment analysis (GSEA) was performed separately for each model using the ranked mRNA [69, 70]. The rank scores for differential gene expression were calculated from the lfcShrink function in DESeq2 [68] with a shrinkage type of “ashr” [71]. The obtained rank scores of each comparison were used to test for relationships between gene expression and different phenotypes using the GSEA preranked method based on the KEGG [72, 73] pathway gene sets and the p-value is based on 1000 permutations. Significantly perturbed metabolic pathways (p.adjust <0.05) were further detected.

### Principal component analysis

PCA analysis was performed to exclude potential outliers and evaluate the effect size of multiple factors. For the metabolite datasets, PCA was based on the normalized expression values. For RNA-Seq, PCA was based on VST transformed expression from DESeq2 [68]. In the PCA plot, each group is represented as the average position of all samples within the group and standard errors of each PCs as the error bars.

### Amyloid beta quantification

Frozen cortex samples were homogenized with Tissue Protein Extraction Reagent (T-PER) (Thermo Scientific, Cat # 78510) using the Bullet Blender (Next Advance, Cat # BBX24B). Protein concentrations were determined by using the BCA protein assay kit (Pierce, Rockford, IL). Amyloid beta 40 and 42 concentrations were assessed using MSD Aß peptide Panel 1 kits 4G8 (MSD, K15199E) with equal amount of protein (100 μg/ 25 μl) for each sample following the manufacturer’s instructions.

### Statistical analysis

Statistical significance between groups was determined by unpaired t-test. For comparison of diffusion tensor metric- fractional anisotropy, use of Friedman’s non-parametric rank test was conducted. Significance was defined as p<0.05.

## Results

### Impact of sex and APOE genotype on blood based metabolic indicators

Change in metabolic profile is among the earliest indicators of risk AD [19–21, 25, 30, 33, 74] and also play an essential role in early AD mechanisms especially in white matter degeneration [54, 75]. To access the impact of sex and APOE genotype on peripheral metabolic profile, fasting plasma levels of glucose, insulin, triglyceride and ketone bodies, were quantified in hAPOE3 and hAPOE4, male and female mice at 6 and 16 months old.

At 6 months of age, male mice exhibited significantly higher fasting glucose levels compared to their female counterparts with the same APOE genotype (Fig 1A). In parallel, hAPOE3 mice exhibited significantly higher fasting glucose levels compared to their hAPOE4 counterparts of same sex. In contrast, female mice exhibited significantly higher fasting ketone body levels (Fig 1D, N = 10) compared to their male counterparts with the same APOE genotype. Further, hAPOE4 females exhibited significantly higher ketone body level compared to hAPOE3 females. In parallel, though not significant, insulin blood level was highest in hAPOE3 males (Fig 1B, N = 10) whereas the triglyceride level was highest in hAPOE4 females (Fig 1C, N = 10).

**Fig 1:**
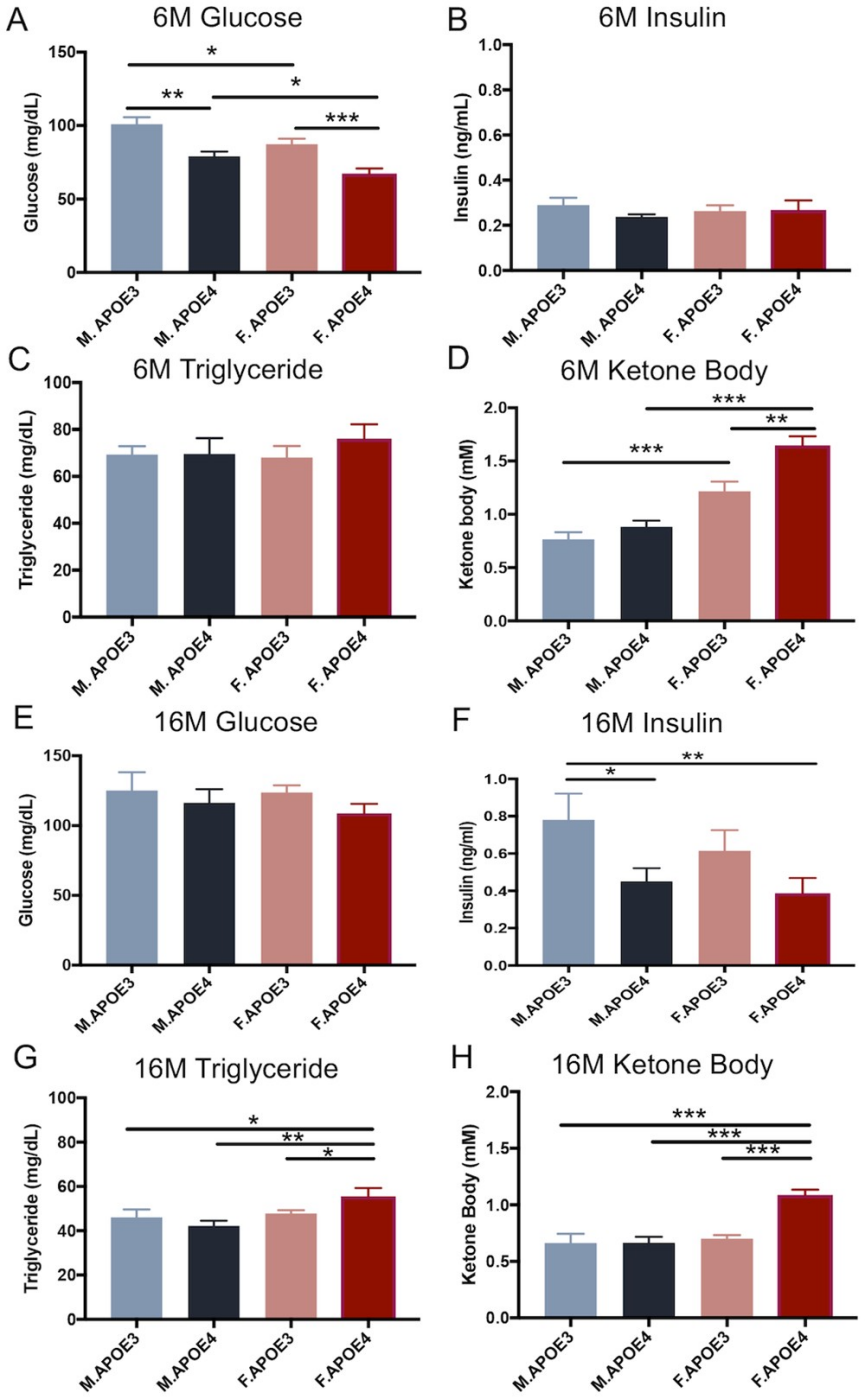
Fasting plasma levels of metabolic indicators. Fasting plasma levels of metabolic indicators of APOE3 and APOE4, male and female mice were measured at 6 months (A-D) and 16 months (E-H) old. At 6 months of age, (A) male mice had significantly higher fasting glucose levels compared to their female counterparts with the same APOE genotype. In both sexes, APOE3 mice have significant higher fasting glucose levels comparing to their APOE4 counterparts. The insulin level (B) was highest in APOE3 males whereas the triglyceride level (C) was highest in APOE4 females, though not significant. (D) Female mice exhibited significantly higher fasting ketone body level compared to their male counterparts with the same APOE genotype. APOE4 females also had significantly higher ketone body level compared to APOE3 females. At 16 months of age, no significant differences were observed in glucose levels across these four groups (E). However, APOE3 males exhibited significantly higher insulin levels (F) compared to APOE4 males and females. APOE4 females exhibited significantly higher triglyceride (G) and ketone body (H) levels compared to the other three groups. All data are presented as mean ± SEM, * P< 0.05, ** P< 0.01, *** P< 0.001.

At 16 months of age, no significant differences were observed in glucose levels between males and females or between APOE genotypes (Fig 1E, N = 7–13). However, hAPOE3 males exhibited significantly higher insulin level compared to hAPOE4 males and females (Fig 1F, N = 7–13). hAPOE3 females also exhibited higher insulin levels, though not significant, compared to hAPOE4 females. In contrast, hAPOE4 females exhibited significantly higher triglyceride and ketone body levels compared to the hAPOE3 females and hAPOE3 and hAPOE4 males (Fig 1G, N = 7–13; Fig 1F, N = 7–13).

Together, both chromosomal sex and APOE genotype were associated with specific peripheral metabolic profiles that were most pronounced at 16 months of age. These peripheral metabolic profiles were associated with higher insulin levels in hAPOE3 males and higher triglyceride and ketone body levels in hAPOE4 females.

### Impact of sex and APOE genotype on plasma metabolic profile

To expand the characterization of sex and APOE genotype impact on peripheral metabolism and to parallel analyses conducted in the human brain [76, 77], fasting plasma levels of additional 188 targeted intermediates or final metabolites of key biochemical pathways, including amino acid, acylcarnitine, sphingomyelin and phosphatidylcholines, were measured in 16 months old hAPOE3 and hAPOE4, male and female mice using AbsoluteIDQ-p180 metabolomics panel.

Consistent with peripheral metabolic indicators, AbsoluteIDQ-p180 metabolomics outcomes indicated that male mice, regardless of their APOE genotype, were characterized by an amino acid metabolomic profile, as indicated by higher glucogenic amino acid levels (Fig 2A and 2B). In contrast, female mice, regardless of their APOE genotype, were characterized by a lipid metabolomic profile, indicated by the relative higher acylcarnitine levels (Fig 2A and 2C). The presence of hAPOE4 allele further exaggerated the sex-specific difference in metabolism and resulted in higher amino acids levels in hAPOE4 males and higher acylcarnitine levels in hAPOE4 females when compared to their hAPOE3 counterpart.

**Fig 2:**
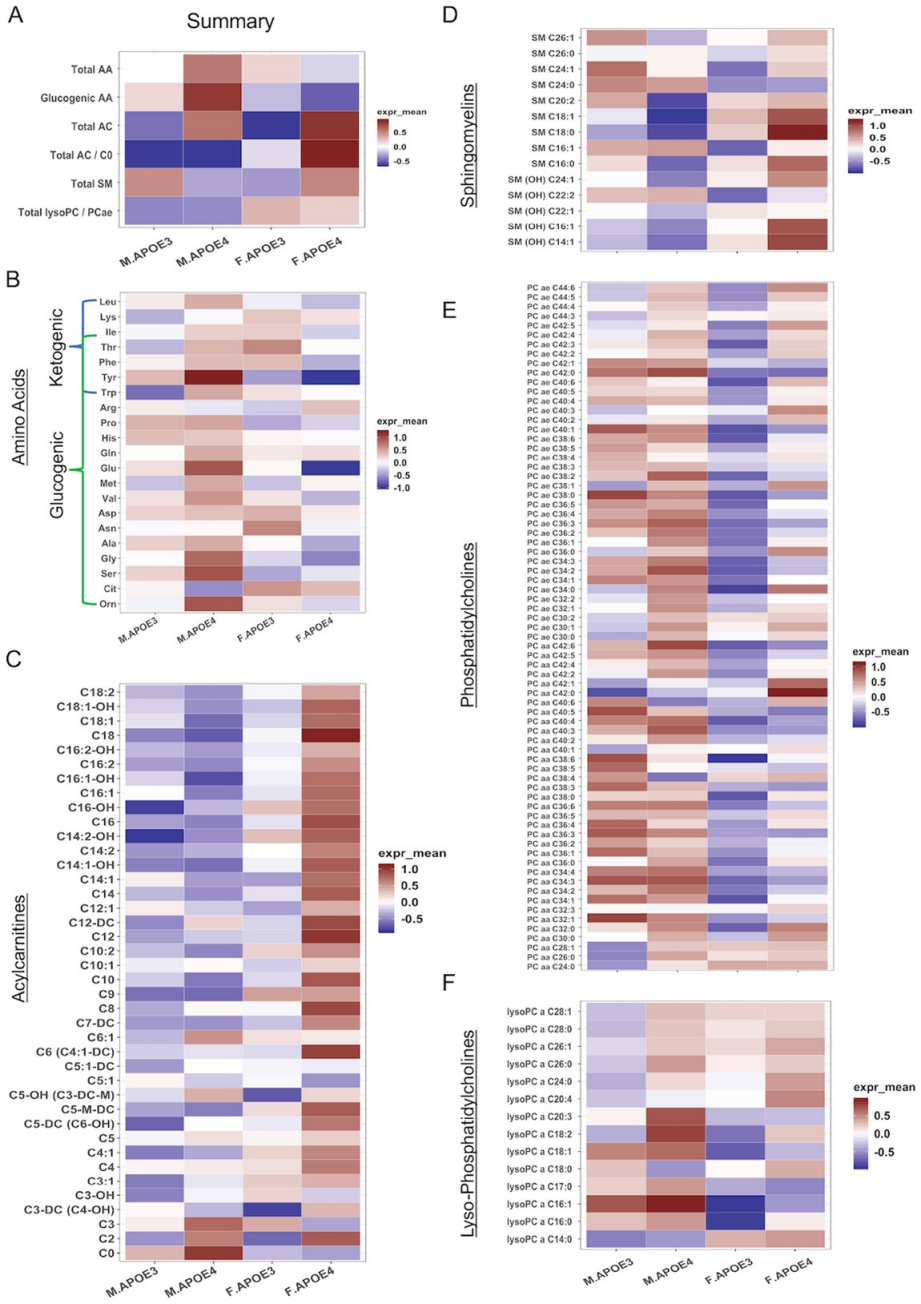
Plasma metabolomic profile: Differential regulation by sex and APOE genotype of peripheral metabolites. (A) Total plasma levels of major metabolite group of 16 months old APOE3 and APOE4, male and female mice. Amino acid (B) levels were higher in APOE4 males. Acylcarnitine (C) and sphingomyelin (D) levels were higher in APOE4 females. Phosphatidylcholine (E) levels were higher in males, while lysophosphatidylcholine(F) levels were higher in both APOE4 male and female mice.

Sphingomyelins (SM) are critical components of the cell membrane, and are especially enriched in the myelin sheath surrounding neural axons. Dysregulated SM metabolism has been reported in AD patients and is involved in synaptic dysfunction [78, 79]. As shown in Fig 2D, hAPOE4 females exhibited the highest plasma sphingomyelin levels, especially SM(OH), when compared to the other three groups, suggesting a combined sex and hAPOE4 genotype effect on SM metabolism.

Phosphatidylcholines (PCs) are key components of neural membranes and have been reported to be involved in AD pathology [78]. Plasma PC levels were higher in males relative to females and were particularly elevated in hAPOE4 males (Fig 2E). A comparable relative sex difference was apparent in male lysoPC levels with hAPOE4 males exhibiting the highest level (Fig 2F). Relative to males, lysoPC was lower in both hAPOE3 and hAPOE4 females with hAPOE4 females exhibiting an increase compared to their hAPOE3 counterparts (Fig 2F). These data are consistent with both sex and APOE genotype differences in PC metabolism (Fig 2E and 2F).

Collectively, peripheral metabolic indicators coupled with plasma-based metabolomics indicate unique sex differences with males showing a greater propensity towards a glucose metabolic profile whereas females show a greater propensity towards a lipid metabolic profile. The impact of the APOE4 genotype on the metabolic phenotype in both sexes appears to exaggerate the existing sex-based profile, heightening the glucose profile in males and the lipid profile in females.

### Impact of sex and APOE genotype on brain metabolomics profile

To advance translational validity of discovery research, the interaction of sex and APOE genotype on metabolomic profiles was analyzed in the cerebral cortex from 16 months old hAPOE3 and hAPOE4, male and female mice using AbsoluteIDQ-p180 metabolomics to parallel analyses conducted in the human brain [76, 77].

Outcomes of metabolomics analyses indicated that in both sexes, cortical levels of amino acids (Fig 3A and 3B), carnitine (Fig 3A and 3C) and lysoPCs (Fig 3A and 3E) were higher in hAPOE4 males and females when compared to their hAPOE3 counterparts. In contrast, hAPOE3 males exhibited the highest SM (Fig 3A and 3D) and PC (Fig 3A and 3E) levels than the other three groups. In addition to APOE genotype effect, hAPOE3 and hAPOE4 males exhibited an increased cortical amino acid and lysoPC levels compared to their female counterparts (Fig 3B and 3F).

**Fig 3:**
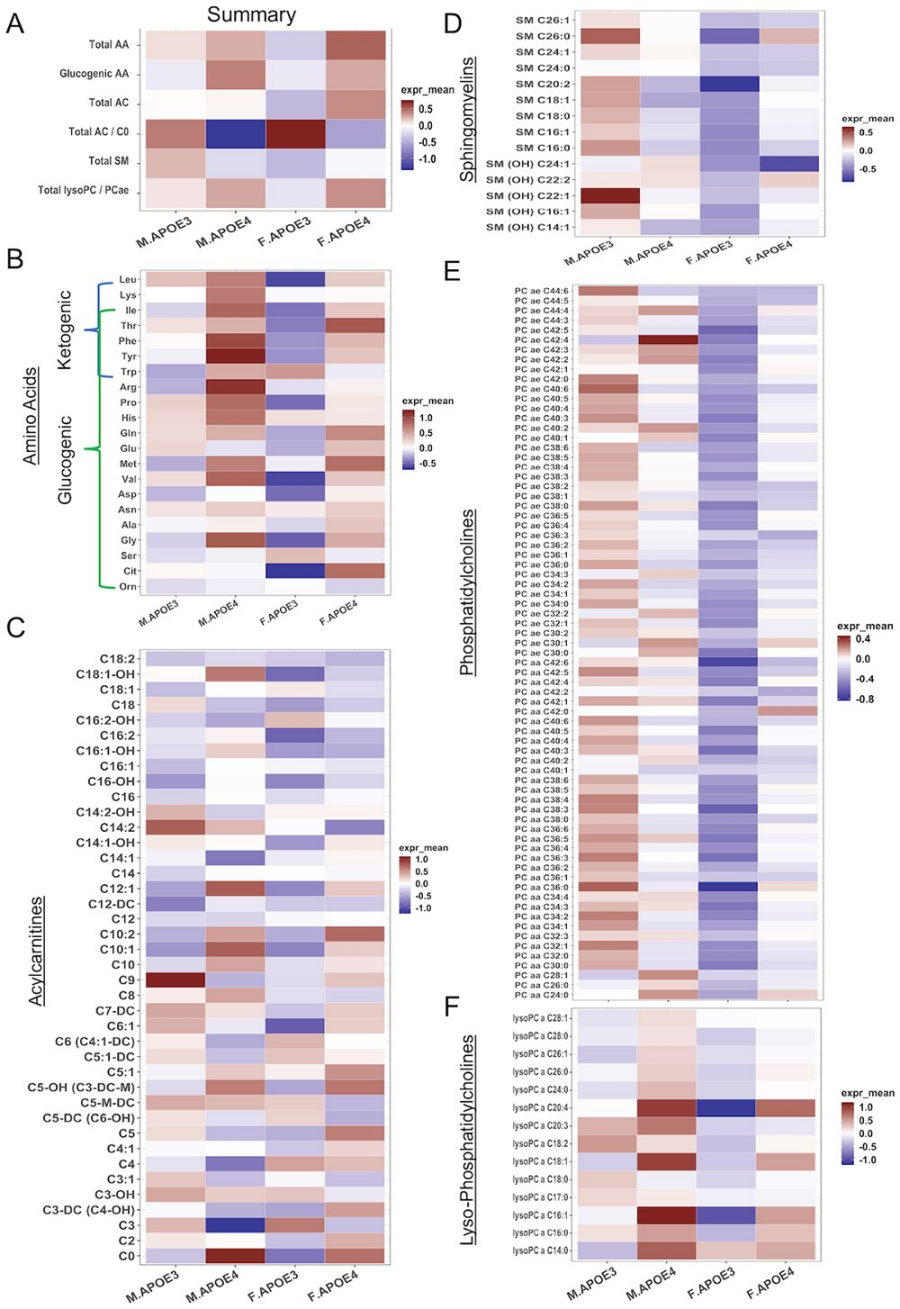
Cortex metabolomic profile: Differential regulation by sex and APOE4 genotype of brain metabolites. (A) Total cortical levels of major metabolite groups of 16 months old APOE3 and APOE4, male and female mice. Cortical levels of amino acid (B), carnitine (C) and lysophosphatidylcholine (F) were higher in APOE4 males and females. APOE3 males exhibited higher sphingomyelin (D) and phosphatidylcholines (E) levels than the other three groups.

Principal component analysis (PCA) further indicated that in contrast to the more dominant sex effect observed on plasma metabolomic profiles, the effect of APOE genotype was more apparent in brain metabolomic profiles. As shown in Fig 4A, the clustering pattern of plasma metabolites from APOE genotype groups were well separated by sex and not by APOE genotype, suggesting a primary sex effect on peripheral metabolic profile. In contrast, the clustering pattern of brain metabolites from APOE genotype groups were well separated by both APOE genotype and sex (Fig 4B). These results indicated that the major APOE genotype-associated metabolomic changes are most evident in brain.

**Fig 4:**
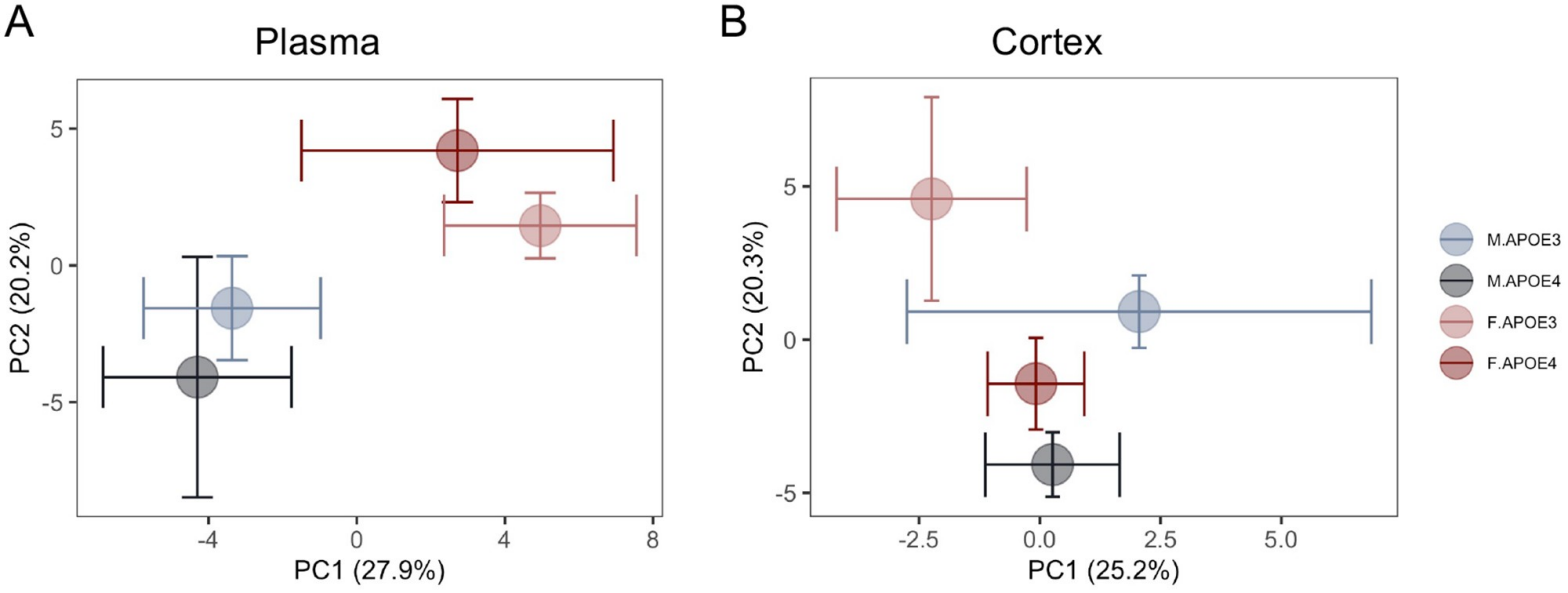
Principal component analysis of plasma and brain metabolomic profile: Chromosomal sex separation on plasma metabolome vs APOE genotype separation on brain metabolome. (A) The clustering pattern of plasma metabolites from 16 months old APOE3 and APOE4, males and females were primarily separated by sex and then by APOE genotype in females only. (B) In contrast, the clustering pattern of brain metabolites were well separated by sex and APOE genotype in APOE3 carriers only whereas APOE4 males and females showed no separation.

### Sex and APOE genotype difference in transcriptome of metabolic pathways

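Hippocampal RNA of 20 mice aged 16 months was sequenced, 5 in each of 4 groups: hAPOE3 males, hAPOE4 males, hAPOE3 females and hAPOE4 females. In these targeted replacement mice the coding part of the mouse Apoe gene is replaced by human APOE3 or APOE4 on both chromosomes. The authors assigned paired-end reads of a polyA library to mouse transcripts with Salmon and summed them per gene with tximport, and the deposited values are estimated counts, already whole numbers, for 33119 genes. Between 37466054 and 52520279 counts per mouse (median 43041914) were assigned in hAPOE3 males, between 39195405 and 48274653 (median 43000353) in hAPOE4 males, between 35778879 and 47295254 (median 40388894) in hAPOE3 females and between 42219503 and 46872083 (median 45217371) in hAPOE4 females. The mitochondrial genome gave 9.09% ± 0.968 of the counts (SD, n = 5) in hAPOE3 males, 8.02% ± 1.08 in hAPOE4 males, 9.70% ± 1.42 in hAPOE3 females and 7.64% ± 0.852 in hAPOE4 females. The deposited normalized counts were divided by factors that differ between genes, and were used only for alternatives. From the counts, groups were compared with edgeR's quasi-likelihood test after TMM normalization, in one model over all 4 groups, for the 21724 genes that passed edgeR's expression filter, with Benjamini-Hochberg adjustment and a threshold of 0.05. Where a set of genes was compared, a list score was computed for each mouse: the mean over the listed genes of log2 CPM, with a prior count of 2, after each gene was centred on its mean over the 20 mice. Scores of 5 against 5 mice were compared by a two-sided exact permutation test, with Benjamini-Hochberg adjustment over 30 tests, the lists of Fig 5C–5F and Fig 6A and 6B in 5 comparisons. Of those 30 tests, 2 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, the smallest adjusted p being 0.378. The smallest p that an exact test of 5 against 5 mice can give, 0.00794, is adjusted to 0.238 if 1 of the 30 tests reaches it, and 5 tests would have to reach it to pass 0.05, so that a single list could not pass.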

To determine whether differences in metabolomic profile were paralleled by differences in gene expression, the transcriptome of the hippocampus of 16 months old mice were sequenced and analyzed. As with the metabolome in plasma and cortex, PCA indicated clustering by sex and APOE genotypes. 

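The principal components were computed from the 500 genes with the highest variance after DESeq2's variance stabilizing transformation, as in the paper. The sign of a component is arbitrary and was set by a rule. By their means, hAPOE4 males were placed above the other mice on PC1, and hAPOE3 above hAPOE4 mice on PC2. The sign of the genotype difference on PC2 therefore carries no information. PC1 carried 27.9% of the variance and PC2 24.9%. On PC1 the mean position was 3.35 ± 6.83 (SD, n = 5) in hAPOE3 males, 11.6 ± 8.04 in hAPOE4 males, -5.56 ± 7.31 in hAPOE3 females and -9.41 ± 10.1 in hAPOE4 females. The hAPOE4 females ranged from -17.6 to 4.93 and overlapped the hAPOE4 males, which ranged from 1.82 to 21.0. On PC2 the means were 5.28 ± 7.57, -11.2 ± 13.5, 5.48 ± 4.64 and 0.483 ± 6.45 in the same order. All 12 genes of a list of choroid plexus markers were among the 500 genes, and the transthyretin gene Ttr had the largest weight on PC1. Of 2 lists of oocyte genes, 16 of 18 and 22 of 49 were among the 500 genes, and the oocyte gene Omt2a had the largest weight on PC2.

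**Figure D1:**
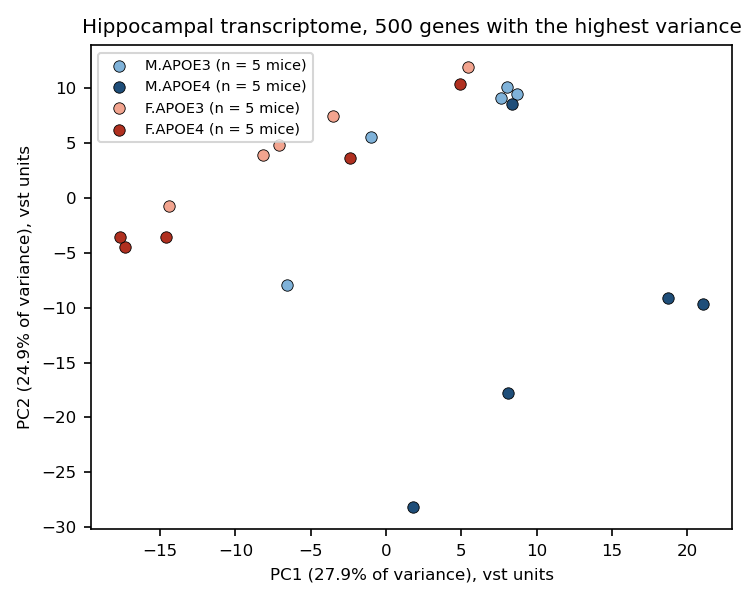
Position of each of the 20 mice on PC1 and PC2 of the 500 most variable genes, with M.APOE3, M.APOE4, F.APOE3 and F.APOE4 standing for hAPOE3 males, hAPOE4 males, hAPOE3 females and hAPOE4 females. Each point is 1 mouse, and the hAPOE4 males reach PC1 values up to 21.0.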

PC1 clustered by sex whereas PC2 clustered by APOE genotype, suggesting that the transcriptome is also affected by sex and APOE genotypes. 

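Females lay 15.0 units below males on PC1 (difference -15.0, permutation test of 10 against 10 mice, p = 0.00111, adjusted p = 0.00666 over 6 tests), and the genotypes differed on PC1 by 2.20 (p = 0.668 by the same test). On PC2 the mean of the hAPOE4 mice minus that of the hAPOE3 mice was -10.8 (permutation test, p = 0.0159, adjusted p = 0.0477), and the sexes differed by 5.97 (p = 0.221 by the same test). Without the oocyte lists, an alternative chosen after seeing the data, the genotype difference on PC2 was -0.723 (permutation test, p = 0.861). With log2 CPM in place of the variance stabilizing transformation, the genotype difference on PC1 rose to 23.3 (permutation test, p = 0.0161) and that on PC2 was -2.61 (p = 0.714). Without the 5 sex check genes Xist, Ddx3y, Kdm5d, Uty and Eif2s3y, the sex difference on PC1 was -8.56 (permutation test, p = 0.0775). Without 1 hAPOE4 male, mouse S175, the sex difference was 4.55 on PC1 (permutation test, p = 0.409). It was 15.9 on PC2 of that fit (permutation test, p = 3e-05). Without 1 hAPOE4 female, S165, the genotype difference was -1.08 on PC2 (permutation test, p = 0.831). It was 12.5 on PC1 of that fit (permutation test, p = 0.0138). Components were computed anew in each of these alternatives and paired by rank alone. A difference can thus pass from one component to the other without being lost.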

The asymmetric separation between sex and APOE further indicated an interaction between sex and APOE, with a greater difference between female and male in hAPOE4 carriers relative to hAPOE3 carriers (Fig 5A).

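The gap between females and males on PC1 was larger in hAPOE4 than in hAPOE3 mice by 12.1 units (difference of the gaps -12.1), a difference within the spread of the mice (exact permutation of sex labels within each genotype, p = 0.245, adjusted p = 0.294). On PC2 the gaps differed by 11.5 (p = 0.175 by the same exact test). With log2 CPM in place of the variance stabilizing transformation, the difference of the gaps on PC1 had an unadjusted p under 0.05 by that test. The same held without the choroid plexus list, an alternative chosen after seeing the data. Without the hAPOE4 male S177, the difference of the gaps on PC1 of that fit was 0.203. On PC2 the unadjusted p was under 0.05 without the sex check genes. Across single genes, the interaction between sex and APOE was past the threshold for 40 genes with edgeR's quasi-likelihood test, and in all 40 the change from hAPOE3 to hAPOE4 was lower in females than in males. An unadjusted p under 0.05 was found for 552 genes. Leaving out 1 hAPOE4 male, S174, raised the 40 genes to 118. With the score of oocyte genes as a covariate, an alternative with less power chosen after seeing the data, 1 gene passed.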

**Fig 5:**
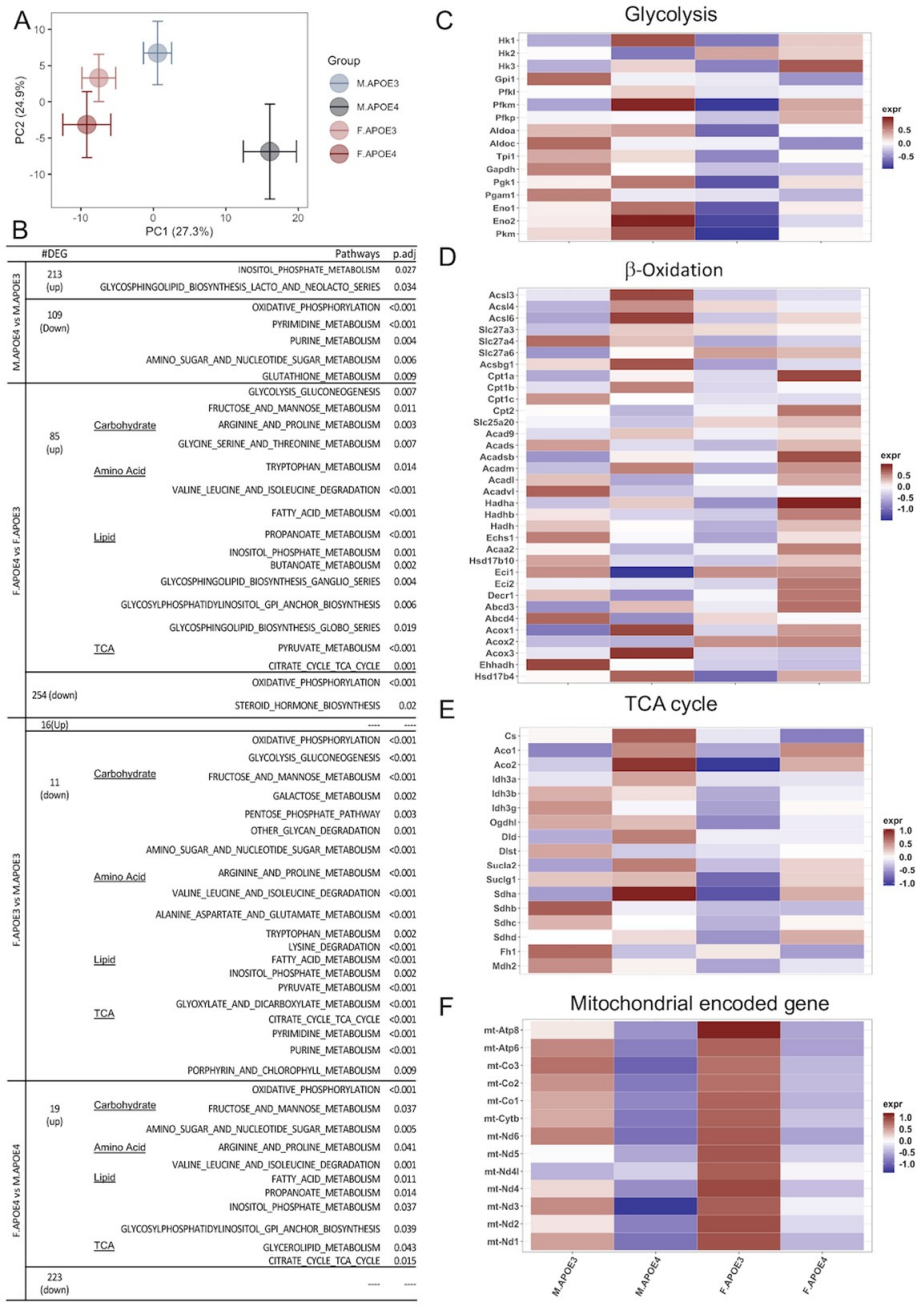
Pathway analysis of hippocampal transcriptome. (A) PCA analysis of RNA-Seq transcriptome on top 500 variance genes across all Groups. (B) Differentially Expressed Genes and GSEA enriched pathways between different sex and APOE genotypes. (C-E) Average heatmap of each sex and APOE genotype groups of genes directly involved in glycolysis, β-oxidation, and TCA cycle. (F) Average heatmap of mitochondrial encoded genes in each group showed lower mt-genes in APOE4 carriers comparing to their APOE3 compartments. Overall, males exhibited a transcriptome characterized by greater glycolytic and corresponding TCA transcriptome which was augmented in APOE4 males. In contrast, females exhibited a transcriptome characterized by expression of genes required for beta oxidation of lipids with a concomitant rise in subunits required for electron transport chain complex II.

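Between hAPOE4 and hAPOE3 males, 135 genes were differentially expressed, 91 higher and 44 lower in hAPOE4 males, and in 74 of them no mouse of one group overlapped the other, where chance alone gives 0.794% of genes that no test selected, so the share among genes called in the same comparison is no further evidence. Between hAPOE4 and hAPOE3 females, 27 genes were higher and 118 lower in hAPOE4 females, with no overlap in 134 of them. Among the alternatives chosen beforehand, the DESeq2 Wald test gave 322 and 339 genes, and a fit with only the 2 groups compared gave 45 and 150. Leaving out 1 mouse gave 99 to 288 genes in males, the highest without hAPOE4 male S174, and 74 to 257 in females, the lowest without hAPOE4 female S165 and the highest without hAPOE3 female S144. Of 48 genes called in both sexes, 46 changed in the same direction. Coordinates are those of GRCm38.
The osteoclast-associated receptor gene Oscar (chromosome 7, 3609813 to 3616157, protein coding) rose in both sexes. Its log2 fold change was 3.64 in males (standard error 0.24, adjusted p = 1.72e-08 from edgeR's quasi-likelihood test) and 3.33 in females (standard error 0.24, adjusted p = 4.09e-08). In males AU022751 (chromosome X, 6081219 to 6083419) and E330034G19Rik (chromosome 14, 24293214 to 24309966) rose by 6.98 (standard error 0.80) and 4.64 (standard error 0.54) on the log2 scale, each with an adjusted p of 6.29e-05 by edgeR. Both are on a list of oocyte genes, and in the hAPOE4 male S174 they reached 0.289 and 0.733 CPM against at least 4.90 and 11.7 CPM in each of the other 4 hAPOE4 males. Erdr1, for which the annotation used here gave no position, was lower in hAPOE4 mice by a log2 fold change of -5.16 in males (standard error 0.44, edgeR adjusted p = 7.09e-07) and of -3.90 in females (standard error 0.41, edgeR adjusted p = 1.90e-05). The T cell gene Cd3d (chromosome 9, 44981786 to 44987339) had a log2 fold change of -2.22 in males (standard error 0.28, edgeR adjusted p = 0.000213). Gm15494 (chromosome 7, 4445697 to 4471285), an antisense gene that overlaps Eps8l1 and whose counts are therefore uncertain, had one of -2.09 in males (standard error 0.24, edgeR adjusted p = 6.29e-05). Cd3d and Gm15494 were past the threshold in females as well, with log2 fold changes of -1.92 and -2.65.
Eps8l1 and Serpina3n were past the threshold in both sexes, with log2 fold changes of 2.81 and 1.92 in males. In females Eps8l1 (chromosome 7, 4460674 to 4480487) rose by 3.29 on the log2 scale (standard error 0.25, edgeR adjusted p = 1.10e-07). Serpina3n (chromosome 12, 104406729 to 104414329), a serine protease inhibitor gene with close paralogs that could share its reads, rose from 42.4 ± 5.82 to 186 ± 25.3 CPM (SD, n = 5), a log2 fold change of 2.11 (standard error 0.15, edgeR adjusted p = 4.09e-08). The pseudogene Gm6472, whose counts are uncertain for the same reason, fell by 4.59 on the log2 scale (standard error 0.95, edgeR adjusted p = 0.0231), with an adjusted p of up to 0.0673 when 1 mouse was left out. A430010J10Rik (chromosome 6, 67115673 to 67168426) fell by 2.92 (standard error 0.56, edgeR adjusted p = 0.0126), with an adjusted p of up to 0.0532 when 1 mouse was left out. The mouse Apoe gene (chromosome 7, 19696109 to 19699188) did not differ (edgeR adjusted p of at least 0.614 in each of the 4 comparisons). Which part of the gene its counts come from was not checked, so they do not check the APOE genotype. Oscar, Eps8l1 and Gm15494 lie within 20 Mb of it.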

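Each of the 13 protein-coding genes of the mitochondrial genome was lower in hAPOE4 than in hAPOE3 females, and 12 of 13 were lower in hAPOE4 than in hAPOE3 males, mt-Nd4l being higher by 0.07 on the log2 scale. In females 11 of the 13 genes had an unadjusted p under 0.05 and 9 an adjusted p under 0.05 adjusted over the list alone, against 0 adjusted over all genes tested by edgeR. The list is that of the figure and holds all 13 of these genes, so single genes were not picked. The count over the list alone is still not independent evidence if the study chose to show this set on these mice. The largest falls in females were those of mt-Atp8, by a log2 fold change of -0.57 (standard error 0.15, edgeR adjusted p = 0.0787 over all genes and 0.0104 over the list alone), and of mt-Nd6, by -0.54 (standard error 0.15, edgeR adjusted p = 0.120 and 0.0119). In males 2 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, mt-Nd6 falling by 0.36 on the log2 scale (edgeR adjusted p = 0.473) and mt-Co3 by 0.34 (edgeR adjusted p = 0.509). By mean expression, hAPOE3 females were highest for 13 of 13 genes and hAPOE4 females lowest for 11 of 13.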

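Between hAPOE4 and hAPOE3 males, the glycolysis score of the 16 genes of Fig 5C differed by 0.023 on the log2 scale (exact permutation test, p = 0.770) and the TCA cycle score of the 17 genes of Fig 5E by -0.018 (exact permutation test, p = 0.786), both well inside the spread between mice. The glycolysis difference turned to -0.041 when the median over genes was used in place of the mean. Of the glycolysis genes 8 of 16 were higher in hAPOE4 males, and of the TCA cycle genes 6 of 17. An unadjusted p under 0.05 was reached by 1 glycolysis gene and 0 TCA cycle genes, and by 0 after adjustment with edgeR's test.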

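The nuclear genes of complex II were measured singly. In hAPOE3 females against hAPOE3 males, Sdha, Sdhb, Sdhc and Sdhd had log2 fold changes of -0.08, -0.23, -0.21 and -0.06, each with an adjusted p of at least 0.805 by edgeR. In hAPOE4 females against hAPOE4 males the changes were 0.03, -0.02, 0.02 and 0.08, each with an adjusted p of 1.00 by edgeR. Sdha was higher in hAPOE4 than in hAPOE3 females by 0.23 on the log2 scale (edgeR adjusted p = 0.194 over all genes and 0.0189 over the list alone of these 4 genes, a list written after the data were seen). For the β-oxidation genes of Fig 5D, females as a whole exceeded males in the list score by 0.039 (the mean of the males minus that of the females was -0.039, permutation test of 10 against 10 mice, p = 0.448). Eci1, a gene of that panel, was not analysed here.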

Consistent with PCA analysis, the total number of differentially expressed genes between male vs female hAPOE4 mice was greater compared to male vs female hAPOE3 mice (Fig 5B).

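Between females and males, 9 genes were differentially expressed in hAPOE3 mice, 4 higher and 5 lower in females, and 95 in hAPOE4 mice, 5 higher and 90 lower. Among the alternatives chosen beforehand, the DESeq2 Wald test gave 250 genes in hAPOE4 mice (25 in hAPOE3 mice) and a fit with only the 2 groups compared gave 32 (8 in hAPOE3 mice). With the score of oocyte genes as a covariate, an alternative chosen after seeing the data, 6 genes passed in hAPOE4 mice and 15 in hAPOE3 mice. Leaving out 1 mouse gave 70 to 275 genes in hAPOE4 mice, the lowest without S175 and the highest without S174, both hAPOE4 males. The groups did not overlap in 9 of 9 genes in hAPOE3 mice and in 34 of 95 in hAPOE4 mice.
In hAPOE3 mice Xist (chromosome X, 103460366 to 103483254, a long noncoding RNA) was higher in females by 7.28 on the log2 scale (standard error 0.29, adjusted p = 7.35e-13 from edgeR's quasi-likelihood test), followed by Gm26822 with 2.68 and Eif2s3x with 0.59. Eif2s3y and Ddx3y on the Y chromosome, paralogs of genes on the X chromosome with which the authors' counting could have shared reads, were lower in females by log2 fold changes of -7.27 and -6.92. Gm29650 (chromosome Y, 1048393 to 1049134) was at least 47.2-fold lower, since no hAPOE3 female had more than 2 counts.
In hAPOE4 mice the corresponding changes were 5.39 for Xist, 0.60 for Eif2s3x, -6.42 for Ddx3y, -6.29 for Eif2s3y and -5.98 for Gm29650. The value of Gm29650 rests on few counts in hAPOE4 females, with 0.0684 ± 0.0543 CPM (SD, n = 5), and its size is uncertain. Clec7a (chromosome 6, 129461591 to 129472779), a receptor gene that the annotation lists as a polymorphic pseudogene, was higher in females with 1.93 ± 0.545 CPM against 0.783 ± 0.247 in males (SD, n = 5), a log2 fold change of 1.28 (standard error 0.23, edgeR adjusted p = 0.00811). The level of Xist in hAPOE4 males was 20.3 ± 7.80 CPM against 5.75 ± 1.08 in hAPOE3 males (SD, n = 5), a log2 fold change of 1.81 (standard error 0.24, edgeR adjusted p = 0.000230). The high levels were those of S175 to S178, the hAPOE4 males with high scores of oocyte genes, while S174 was lower in both. An effect of genotype on Xist, or on its sex difference, therefore cannot be told from whatever set these libraries apart.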

To pursue potential mechanisms underlying both sex and APOE genotype differences, transcriptomic pathway analyses were conducted. Gene Set Enrichment Analysis (GSEA) further highlighted differences in metabolic pathways by sex and APOE genotype. 

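Preranked enrichment was computed with fgsea on the log2 fold changes of DESeq2 after ashr shrinkage, as in the paper, for 8 lists of metabolic genes written by hand, since the KEGG sets that the paper used were not used here. Between hAPOE3 females and hAPOE3 males 4 lists had an adjusted p under 0.05, each with an adjusted p of 0.0441 by permutation. Nuclear oxidative phosphorylation (normalized enrichment score -2.30), glycolysis (-1.74) and the TCA cycle (-1.82) were lower in females and the mitochondrial encoded genes (1.83) were higher. Between hAPOE4 and hAPOE3 males, hAPOE4 and hAPOE3 females, and hAPOE4 females and males, 0 lists passed. The estimate of p depended on the random seed: over 10 other seeds, from 0 to 7 lists passed between the female genotypes (median 5.5) and from 0 to 5 between the hAPOE3 sexes (median 3.5). With edgeR's signed root of F as the rank, 3 lists passed between the male genotypes, 7 between the female genotypes, 4 between the hAPOE3 sexes and 3 between the hAPOE4 sexes. With limma's camera at a preset correlation these numbers were 2, 7, 5 and 3. With camera at an estimated correlation, and with fry, 0 lists passed in each comparison. Reactome pathways gave 2 of 7 between the hAPOE3 sexes and 0 in the other comparisons. The nuclear oxidative phosphorylation score fell into separate ranges within the hAPOE3 groups, from 0.271 to 0.406 in mice S147, S148, S156, S157 and S158 and from -0.337 to -0.194 in the other 5.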

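For lipid related pathways, a list of 37 fatty acid metabolism genes had a normalized enrichment score of 1.98 between hAPOE4 and hAPOE3 females (permutation adjusted p = 0.0942) and of -0.767 between hAPOE4 and hAPOE3 males (permutation adjusted p = 0.953). Between hAPOE4 females and hAPOE4 males it was 1.67 (permutation adjusted p = 0.151). A list of 54 inositol phosphate metabolism genes gave 1.68 between the female genotypes (permutation adjusted p = 0.106), 0.997 between the male genotypes (permutation adjusted p = 0.953) and -1.02 between the hAPOE4 sexes (permutation adjusted p = 0.80). None of these scores was past the threshold. Over 6 alternatives, the fatty acid list was past it between the female genotypes with edgeR's signed root of F as the rank and with limma's camera at a preset correlation, and not with camera at an estimated correlation or with fry. With edgeR's rank, the inositol phosphate list was past it between the female genotypes (permutation adjusted p = 0.00160) and between the male genotypes (1.65, permutation adjusted p = 0.0306). With preset camera it was past it between the female genotypes (adjusted p = 0.00577 by limma) and not between the male genotypes (adjusted p = 0.0747 by limma). With camera at an estimated correlation and with fry it was not in either sex.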

As shown in Fig 5B, lipid related pathways were significantly increased in hAPOE4 mice compared to hAPOE3 mice which was greatest in hAPOE4 females relative to hAPOE4 males. This is consistent with the metabolomic data, showing higher lipid levels in both hAPOE4 male and female brains, and high circulating acylcarnitine levels in hAPOE4 females (Figs 3 and 4).

If the brain is utilizing auxiliary fuels, such as lipids or amino acids, then the gene expression profile relevant to metabolism of each fuel could be a potential indicator of the energy source being utilized by brain. 

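The glycolysis score was 0.018 ± 0.13 (SD, n = 5) in hAPOE3 males, 0.041 ± 0.10 in hAPOE4 males, -0.10 ± 0.091 in hAPOE3 females and 0.046 ± 0.11 in hAPOE4 females. hAPOE3 females lay below hAPOE3 males by 0.12 (difference -0.12, exact permutation test, p = 0.143, adjusted p = 0.378), while hAPOE4 females and males differed by 0.0047 (exact permutation test, p = 0.944). The TCA cycle score was 0.030 ± 0.13 in hAPOE3 males, 0.012 ± 0.052 in hAPOE4 males, -0.077 ± 0.13 in hAPOE3 females and 0.035 ± 0.088 in hAPOE4 females (SD, n = 5). Its difference between females and males was -0.11 in hAPOE3 mice (exact permutation test, p = 0.230) and 0.023 in hAPOE4 mice (exact permutation test, p = 0.635). In hAPOE3 mice the TCA cycle score fell into the same ranges as the nuclear oxidative phosphorylation score. It lay between 0.0245 and 0.184 in S147, S148, S156, S157 and S158, and between -0.231 and -0.0810 in S144, S145, S146, S154 and S155. The test of the sexes did not take this division into account. Over both genotypes, the 10 males exceeded the 10 females by 0.059 for glycolysis (permutation test, p = 0.279) and by 0.041 for the TCA cycle (p = 0.401 by the same test). In hAPOE3 mice 15 of 16 glycolysis genes and 16 of 17 TCA cycle genes were lower in females, and in hAPOE4 mice 10 of 16 and 5 of 17 were. In both genotypes 0 of these genes had an unadjusted p under 0.05 with edgeR's test.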

Transcriptomic profile in males indicated higher levels of amino acid metabolites (Fig 4B), glycolysis and TCA genes (Fig 5C and 5E) compared to hAPOE3 and hAPOE4 females. In contrast, female hAPOE4 carriers exhibited higher expression levels of acylcarnitine (Fig 4C) and β-oxidation related genes (Fig 5C), indicating a more lipid biology in female hAPOE4 carriers. 

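The β-oxidation score of the 33 genes measured was 0.080 ± 0.13 (SD, n = 5) in hAPOE4 females, -0.042 ± 0.096 in hAPOE3 females, -0.0034 ± 0.11 in hAPOE4 males and -0.035 ± 0.079 in hAPOE3 males. hAPOE4 females exceeded hAPOE3 females by 0.12 (exact permutation test, p = 0.183), hAPOE4 males by 0.084 (exact permutation test, p = 0.302) and hAPOE3 males by 0.12 (exact permutation test, p = 0.111). Of the 32 genes that passed the expression filter, 27 were higher in hAPOE4 than in hAPOE3 females, 2 of all 32 with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05 by edgeR, over all genes or over the list alone. hAPOE4 females had the highest mean of the 4 groups for 17 of 33 genes. Within groups, the β-oxidation score had r = 0.837 with the score of choroid plexus genes over the 12 mice in the upper range of that score (exact permutation p = 0.00781, adjusted p = 0.0203; rho = 0.741, adjusted p = 0.0518), and r = 0.502 over 6 mice in the lower range (exact permutation p = 0.528). From the higher expression of acylcarnitine and of β-oxidation related genes, the paper concludes that hAPOE4 females have a more lipid-based biology.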

Interestingly, female hAPOE3 carriers exhibited the lowest expression of all three metabolism pathways than either male hAPOE3 or female hAPOE4 carriers (Fig 5B–5E), which is consistent with the cortex metabolomic data, showing the lowest levels of amino acid, acylcarnitine, sphingomyelin and PC in female hAPOE3 carriers (Fig 4). 

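By mean expression, hAPOE3 females were the lowest of the 4 groups for 12 of 16 glycolysis genes, 14 of 17 TCA cycle genes and 14 of 33 β-oxidation genes. Against hAPOE4 females, the glycolysis score of hAPOE3 females was lower by 0.15 (hAPOE4 minus hAPOE3 females 0.15, exact permutation test, p = 0.0556) and the TCA cycle score by 0.11 (hAPOE4 minus hAPOE3 females 0.11, exact permutation test, p = 0.159). For β-oxidation the difference between hAPOE3 females and hAPOE3 males was -0.0065 (exact permutation test, p = 0.921), and it turned to 0.031 without hAPOE3 female S146.

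**Figure D2:**
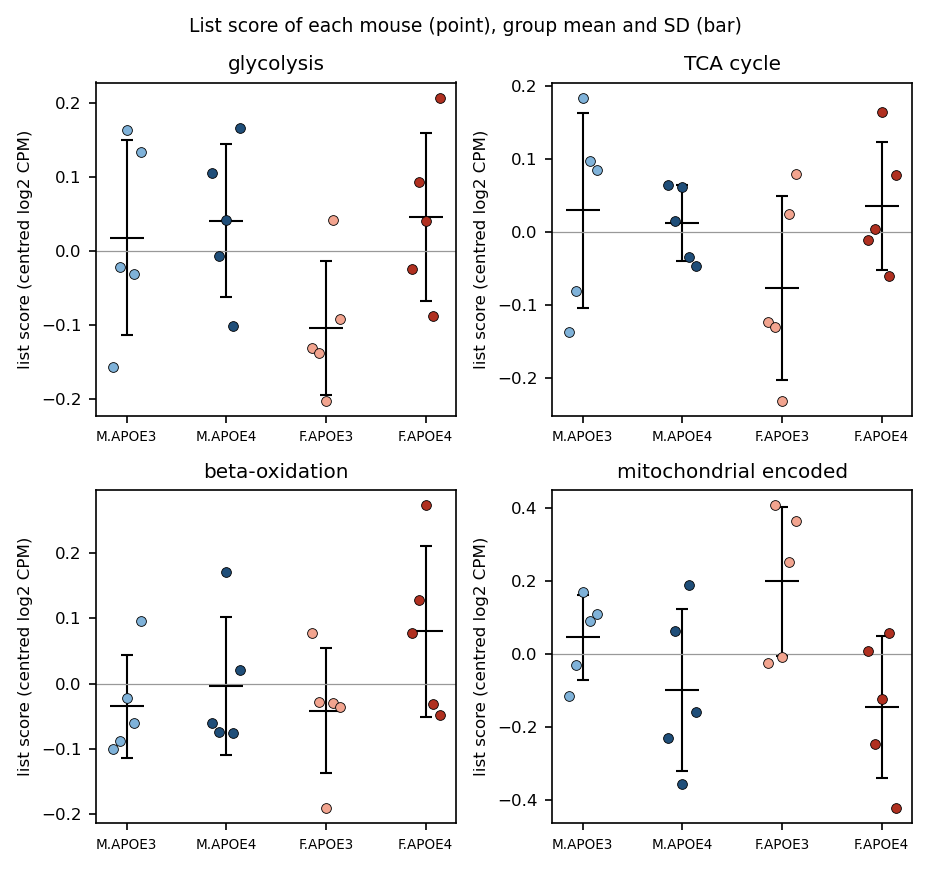
List scores (mean centred log2 CPM) of glycolysis, TCA cycle, β-oxidation and mitochondrial encoded genes in each group, with M.APOE3, M.APOE4, F.APOE3 and F.APOE4 standing for hAPOE3 males, hAPOE4 males, hAPOE3 females and hAPOE4 females. Each point is 1 of 5 mice per group, the line is the group mean and the bar the SD, and the groups overlap in each panel.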

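The score of the 13 mitochondrial encoded genes was 0.20 ± 0.20 (SD, n = 5) in hAPOE3 females and -0.15 ± 0.20 in hAPOE4 females, a difference of -0.35 (exact permutation test, p = 0.0476, adjusted p = 0.378). In males it was 0.046 ± 0.12 in hAPOE3 and -0.099 ± 0.22 in hAPOE4 mice (SD, n = 5), a difference of -0.14 (exact permutation test, p = 0.214). Over both sexes the 10 hAPOE4 mice lay below the 10 hAPOE3 mice (difference -0.25, permutation test, unadjusted p = 0.00937). This was the smallest p among the figure lists compared in that way. The genotype differences of the sexes themselves differed by -0.20 (exact permutation of sex labels within each genotype, p = 0.238, adjusted p = 0.476).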

Interestingly, in response to the metabolism pathway changes in metabolomics and transcriptomics, the hAPOE4 carriers exhibited systematically lower mitochondrial genome encoded genes than the hAPOE3 carriers in both males and females (Fig 5F).

### APOE and sex impacts antigen presentation and interferon response

Chromosomal sex and APOE genotype have distinct effects on lipid and amino acid metabolism and the corresponding bioenergetic profiles. Alterations in bioenergetic and metabolomic profiles in the brain can in turn impact neuroinflammation. Increased β-oxidation in hAPOE4 females and a concomitant increase in lysoPCs led us to hypothesize inflammatory pathways related to lipid metabolism would be affected.

To address this hypothesis, targeted differential gene expression analysis of inflammatory genes participating in myelin and lipid metabolism was conducted. Expression of transcripts for major histocompatibility complex and related genes (Fig 6A) and interferon response were increased in hAPOE4 females relative to hAPOE3 females and relative to both hAPOE3 and hAPOE4 males (Fig 6B). 

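The score of the 8 genes of Fig 6A was 0.45 ± 0.63 (SD, n = 5) in hAPOE4 females, -0.12 ± 0.52 in hAPOE3 females, 0.0079 ± 0.44 in hAPOE4 males and -0.34 ± 0.67 in hAPOE3 males. hAPOE4 females exceeded hAPOE3 females by 0.56 (exact permutation test, p = 0.159), hAPOE4 males by 0.44 (exact permutation test, p = 0.214) and hAPOE3 males by 0.78 (exact permutation test, p = 0.111). In hAPOE4 females 4 mice lay between 0.307 and 0.892 and S168 at -0.600. The interferon response score of the 16 genes of Fig 6B was 0.19 ± 0.18 in hAPOE4 females, 0.0020 ± 0.24 in hAPOE3 females, -0.0023 ± 0.20 in hAPOE4 males and -0.19 ± 0.13 in hAPOE3 males (SD, n = 5). The excess of hAPOE4 females was 0.19 over hAPOE3 females (exact permutation test, p = 0.190), 0.20 over hAPOE4 males (exact permutation test, p = 0.159) and 0.39 over hAPOE3 males (exact permutation test, p = 0.0159, adjusted p = 0.378). Over both genotypes, males minus females was -0.195 for the interferon response (permutation test of 10 against 10 mice, unadjusted p = 0.0497) and -0.330 for Fig 6A (p = 0.224 by the same test). Over both sexes, hAPOE4 minus hAPOE3 was 0.191 for the interferon response (permutation test, unadjusted p = 0.0553) and 0.454 for Fig 6A (p = 0.0906 by the same test). Mean expression was highest in hAPOE4 females for 5 of 8 and 9 of 16 genes of these lists.

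**Figure D3:**
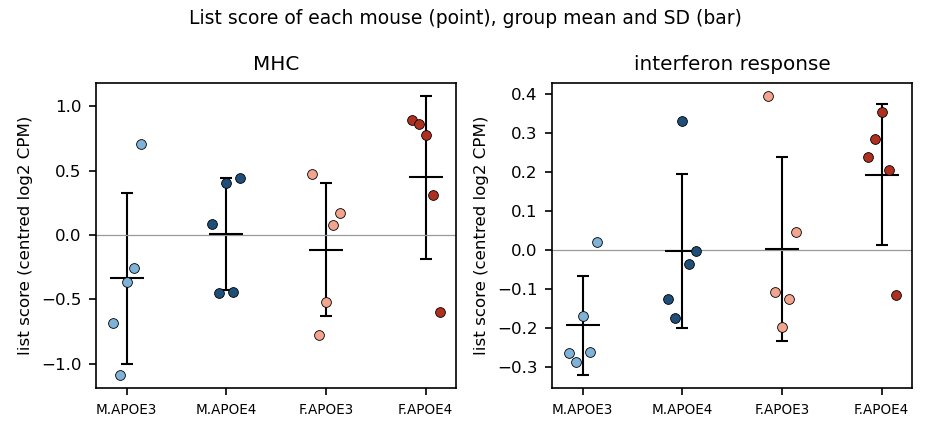
List scores (mean centred log2 CPM) of the major histocompatibility complex and related genes and of the interferon response genes in each group, with M.APOE3, M.APOE4, F.APOE3 and F.APOE4 standing for hAPOE3 males, hAPOE4 males, hAPOE3 females and hAPOE4 females. Each point is 1 of 5 mice per group, the line is the group mean and the bar the SD, and 1 hAPOE4 female lies at -0.600 in the first panel.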

Increased major histocompatibility complex and interferon response gene expression is consistent with microglial reactivity and antigen presentation mediated by damage.

**Fig 6:**
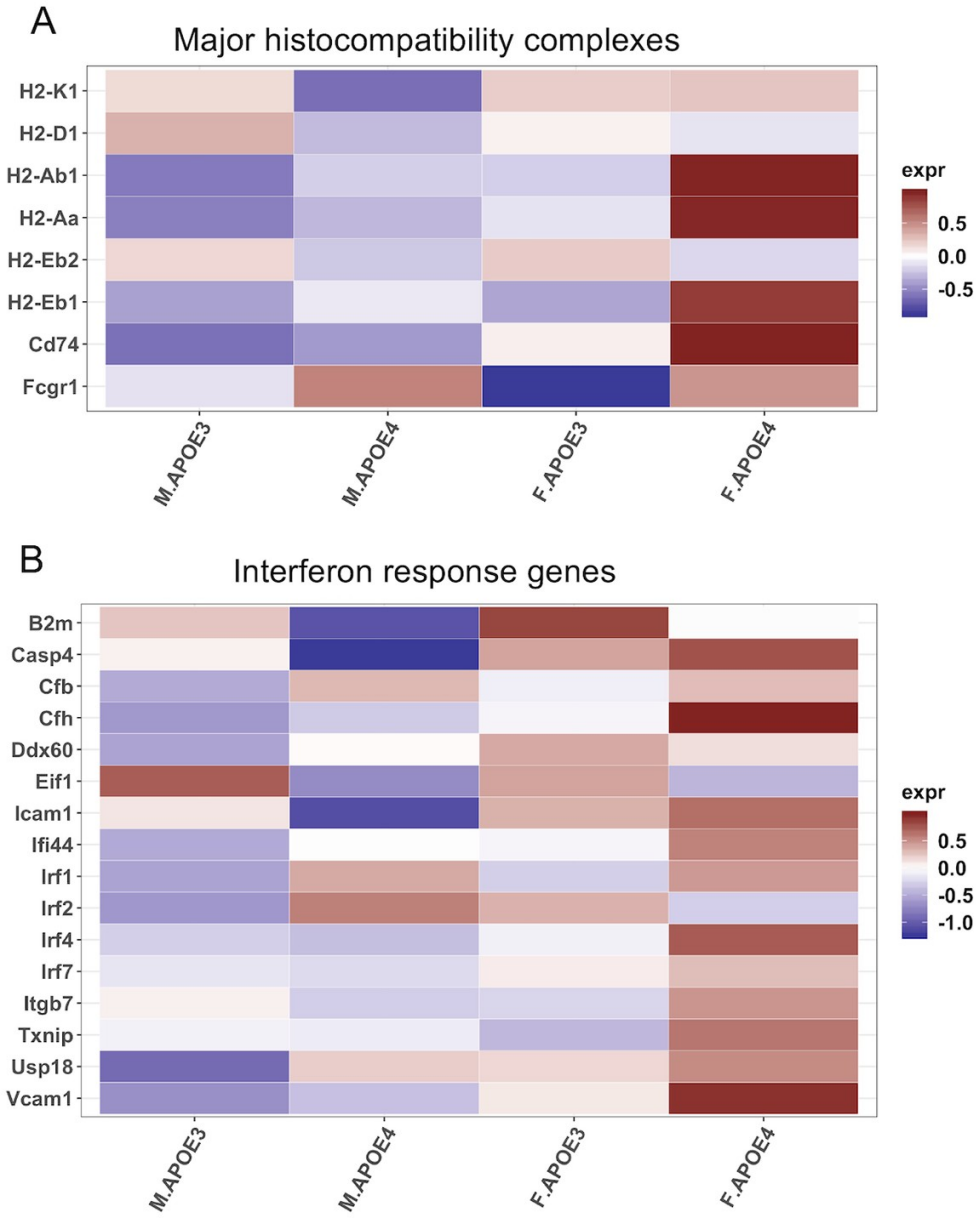
Transcriptomic analysis of major histocompatibility complex and interferon response in the hippocampus. (A) Major histocompatibility complexes I & II. (B) Interferon response genes.

These data suggest that the combination of sex and APOE genotype affects metabolism, bioenergetics and neuroinflammation in tandem. 

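Of the antigen presentation genes of Fig 6A, 7 passed the expression filter. In hAPOE4 against hAPOE3 females H2-Ab1 rose by 1.34 on the log2 scale (standard error 0.59, adjusted p = 0.437 from edgeR's quasi-likelihood test), H2-Eb1 by 1.34 (standard error 0.52, edgeR adjusted p = 0.344), H2-Aa by 1.22 and Cd74 by 0.91, while H2-K1 and H2-D1, paralogs that can share reads, changed by -0.05 and -0.07. Against hAPOE4 males, H2-Aa was higher by 1.29, Cd74 by 1.07 (standard error 0.49, edgeR adjusted p = 0.798), H2-Ab1 by 0.95 and H2-Eb1 by 0.82. An unadjusted p under 0.05 was found for 3 of the 7 genes between the female genotypes and for 2 between the hAPOE4 sexes, and 0 were past the threshold after adjustment, over all genes or over the list alone. Cd74 had 8.28 ± 4.07 CPM in hAPOE4 females, 4.36 ± 2.30 in hAPOE3 females, 3.89 ± 1.88 in hAPOE4 males and 2.76 ± 2.18 in hAPOE3 males (SD, n = 5). H2-Eb2 had at most 5 counts in any mouse and could not be compared at this depth. Among the interferon response genes, Txnip rose by 0.60 on the log2 scale between the female genotypes (edgeR adjusted p = 0.347) and B2m fell by 0.24 between them. None of the 16 was past the threshold over all genes tested in any of the 4 comparisons. Over the list alone 1 gene was, Usp18 between hAPOE4 and hAPOE3 males, with a log2 fold change of 1.11 (standard error 0.33, edgeR adjusted p = 0.0456).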

Humanized APOE4 females present a phenotype that is robust in lipid metabolism and show a distinctively high expression of antigen presentation and interferon response genes, which may be contributing to microglial reactivity further exacerbating the at-risk aging phenotype.

### Impact of sex and APOE genotype regional brain volume and microstructural parameters

An increase in major histocompatibility complex and interferon response gene expression is consistent with microglial reactivity and antigen presentation mediated by damage associated molecular patterns. One potential contributor to activation of this network is debris generated by neuronal and or white matter degeneration. To address this hypothesis, T2-weighted and high-resolution diffusion-weighted imaging on perfused fixed skulls from hAPOE3 and hAPOE4 male and female mice at 16 months of age was conducted.

While total brain volume was unaffected by sex and APOE genotype, as there were no significant differences observed (Fig 7A), regional brain volumes normalized to total brain volume were sensitive to sex and APOE genotype. Cortical regions were susceptible to sex differences in hAPOE4 mice as the frontal and parieto-temporal lobe were significantly smaller in hAPOE4 males than females (Fig 7B and 7D). The hippocampus was more susceptible to sex differences in hAPOE3 mice as the dentate gyrus of the hippocampus and hippocampus proper was smaller in female hAPOE3 mice (Fig 7E and 7F). Only the occipital lobe showed susceptibility to APOE genotype differences in males, with hAPOE4 animals being smaller (Fig 7C).

**Fig 7:**
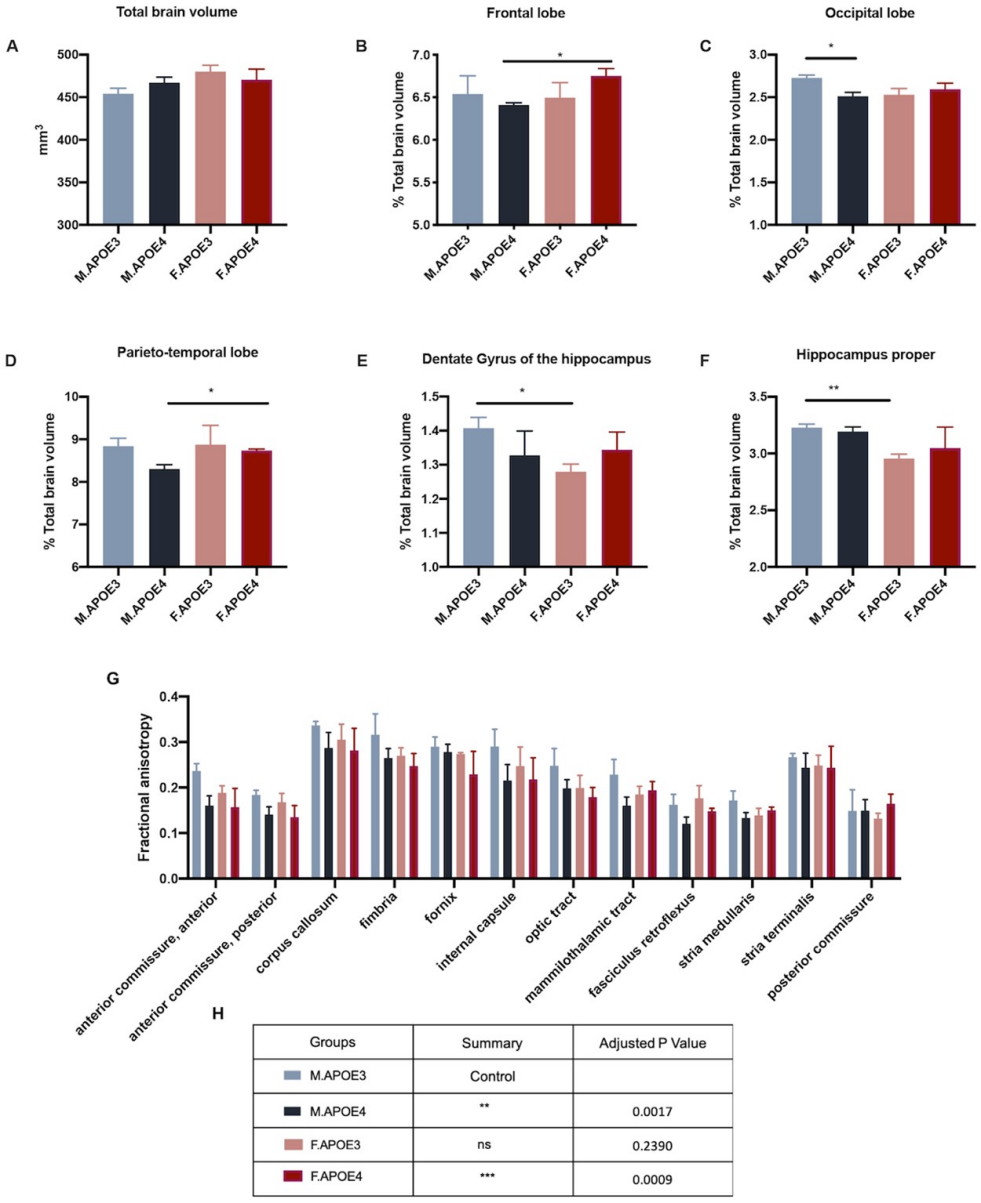
Impact of sex and APOE genotype on brain structural volume and diffusion metrics. Perfused fixed skulls of 16 months old APOE3 and APOE4 male and female mice underwent T2-weighted and diffusion-weighted imaging. T2-weighted imaging was used to conduct (A) Total brain volume measurements. (B-F) Parcellated brain regions normalized to total brain volume were plotted. (B) frontal lobe, (C) occipital lobe, (D) parieto-temporal lobe, (E) dentate gyrus of the hippocampus, (F) hippocampus proper. (G-H) Averaged value of the top-quartile of diffusion-metric fractional anisotropy for major white matter tracts(n = 2-3/group). (H) Friedman’s non-parametric rank test for fractional anisotropy of white matter tracts (G) in comparison to APOE3 males. Data presented indicate mean ± SEM, *p<0.05, **p<0.01.

Diffusion-tensor metric fractional anisotropy (FA), an indicator of white matter integrity, was more susceptible APOE genotype difference. Humanized APOE3 males had significantly higher FA values than hAPOE4 males and females across different white matter tracts including internal capsule, fimbria, anterior commissure and corpus callosum (Fig 7G). Humanized APOE3 females also showed a similar trend.

Together, these data suggest that structural brain volume changes may be more susceptible to sex differences but microstructural changes in the white matter tracts are more sensitive to APOE genotype, particularly in hAPOE4 females, consistent with the cortical metabolomic profile.

### Cortical beta amyloid was detected in APOE4 mice

Consistent with the APOE-associated metabolomic, transcriptomic and structural changes, amyloid beta 42 levels (Fig 8A, N = 5) were significantly higher in hAPOE4 mice compared to hAPOE3 mice. hAPOE4 females exhibited significantly higher Aβ 40 (Fig 8B, N = 5) levels compared to the other 3 groups. The Aβ 42/40 ratios (Fig 8C, N = 5) were significantly higher in hAPOE4 males compared to females which was driven by hAPOE4 male generation of Aβ 42 with no increase in Aβ 40 production whereas hAPOE4 females generated both Aβ 42 and 40. The Aβ 42/40 ratio in both male and female hAPOE4 mice were significantly higher than those in hAPOE3 mice. Together, these data indicated that the hAPOE4 isoform affected the beta amyloid pathogenesis by driving its generation in brain.

**Fig 8:**
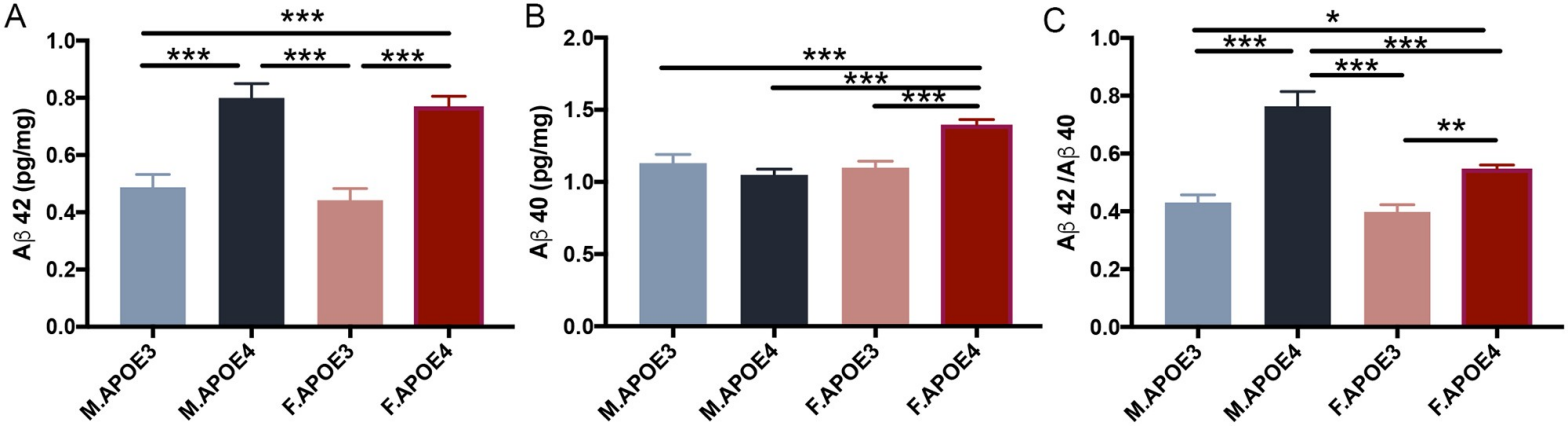
Cortical amyloid beta levels associate with APOE4 genotype in males and females. Cortical Aβ42 (A) level was significantly higher in APOE4 mice compared to APOE3 mice. APOE4 females also had significantly higher Aβ40 (B) level compared to the other 3 groups. The Aβ42/40 ratio (C) was significantly higher in APOE4 males compared to females, and the ratio in both sex of APOE4 mice were significantly higher than that in APOE3 mice. All data are presented as mean ± SEM, * P< 0.05, ** P< 0.01, *** P< 0.001.

## Discussion

To investigate the systemic modulation of sex and APOE genotype, we performed a comprehensive analysis of both peripheral and brain metabolites, RNA transcripts in 16 months old hAPOE3 and hAPOE4 male and female mice. Results of these analyses indicate that lipid metabolism was upregulated in hAPOE4 mice, especially in females. Our results indicate that the impact of chromosomal sex is dominant in peripheral metabolism whereas the impact of APOE genotype is more apparent on brain metabolism. Generally, males are characterized by an amino acid metabolomic profile, while females are characterized by lipid metabolomic profile. The presence of hAPOE4 allele increased the sex-specific difference in peripheral metabolomic profile and resulted in significantly high levels of amino acids in hAPOE4 males and significantly high levels of acylcarnitine and sphingomyelins in hAPOE4 females when compared to the other three groups.

In addition, the transcriptomic profile in brain indicated that in hAPOE4 males, the glycolysis and TCA cycle pathways were upregulated compared to the other groups. Combined with the increased amino acids levels in both plasma and brain in hAPOE4 males, these results suggested a specific increase in oxidative metabolism in hAPOE4 males.

In contrast, in hAPOE4 females, the β-oxidation pathway is upregulated while the glycolysis and TCA cycle pathways are suppressed. Together with the fact that the plasma acylcarnitine levels are high but the brain plasma acylcarnitine levels are relatively low in these mice, suggest that mitochondrial oxidative phosphorylation is diminished in the hAPOE4 female brain which occurs in parallel to upregulation of lipid metabolism for use of lipids as an alternative fuel source. The brain transcriptomic profile of reduced expression of mitochondrial oxidative phosphorylation genes coupled with a rise in genes required for lipid metabolism may suggest an overall decline in brain bioenergetic capacity and a metabolic shift from glucose-derived fuels toward lipid catabolism and beta oxidation. This altered brain energy metabolism can be associated with the activation of neuroinflammation pathways especially involving antigen presentation and interferon response genes. These changes combined contribute to the development of APOE4-driven at-risk phenotype for AD in females.

Phosphatidylcholines (PCs), as the most abundant glycerophospholipids in brain, are key compositions of neural membrane and precursors for multiple lipid second messengers involved in intraneuronal signal transduction [80]. Alterations in PCs metabolism has been reported to correlate with and contribute to AD pathology [76]. Lower PC values [81] and increased lysoPC/PC ratio [82] have been reported in AD patients and lysoPCs is increasing recognized as a key mediator involved in oxidative stress and inflammatory responses [83] contributing to AD pathology. Our data demonstrated that relative to hAPOE3 mice, lysoPCs levels are higher in hAPOE4 mice, especially in the brain. Therefore, APOE4 associated alteration of PCs metabolism may contribute to APOE4-driven increase in AD pathology.

Altered bioenergetics and increased lipid metabolism as observed in hAPOE4 females is accompanied by the increased expression of interferon response genes and major histocompatibility complex genes possibly associated with the increased production of damage associated molecular patterns such as myelin debris [84]. Increased expression of major histocompatibility complexes has been associated with reactive microglial phenotype and with late stage disease progression of AD [85].

Given the system-wide changes affected by sex, APOE genotype and their interaction we anticipated myelin integrity and amyloid-β generation could also be affected. Consistent with clinical studies [86, 87], APOE4 females and males had lower fractional anisotropy across several white matter tracts indicating lower myelin integrity. Coupled with reduced myelin integrity, hAPOE4 animals showed an increased Aβ42 generation.

Findings of the contrast between the influence of chromosomal sex on peripheral metabolome vs APOE genotype effect on brain metabolome and transcriptome require further study and replication in other models and in human biological samples.

Collectively, these analyses indicate the broad impact of chromosomal sex and APOE genotype on metabolic profile, transcriptional networks in brain and on brain structure. From a translation prospective, the humanized APOE3 and APOE4 mouse model has consistencies with the human metabolome and in expression of hallmarks of Alzheimer’s pathology i.e. amyloid-β generation. Utilization of this model as a translationally valid therapeutic development is promising and requires further validation.

## Supporting information

S1 Table Concentrations of p180 metabolites in plasma. (XLSX) Click here for additional data file.

S2 Table Concentrations of p180 metabolites in cortex. (XLSX) Click here for additional data file.

## References

[1] CorderE, SaundersA, StrittmatterW, SchmechelD, GaskellP, SmallG, et al Gene dose of apolipoprotein E type 4 allele and the risk of Alzheimer’s disease in late onset families. Science. 1993;261(5123):921–3. 10.1126/science.8346443 8346443

[2] PoirierJ, BertrandP, KoganS, GauthierS, DavignonJ, BouthillierD. Apolipoprotein E polymorphism and Alzheimer’s disease. The Lancet. 1993;342(8873):697–9.10.1016/0140-6736(93)91705-q8103819

[3] SaundersAM, StrittmatterWJ, SchmechelD, George-HyslopPS, Pericak-VanceMA, JooS, et al Association of apolipoprotein E allele ϵ4 with late‐onset familial and sporadic Alzheimer’s disease. Neurology. 1993;43(8):1467-. 10.1212/wnl.43.8.1467 8350998

[4] RebeckGW, ReiterJS, StricklandDK, HymanBT. Apolipoprotein E in sporadic Alzheimer’s disease: allelic variation and receptor interactions. Neuron. 1993;11(4):575–80. 10.1016/0896-6273(93)90070-8 8398148

[5] CarrieriG, BonafèM, De LucaM, RoseG, VarcasiaO, BruniA, et al Mitochondrial DNA haplogroups and APOE4 allele are non-independent variables in sporadic Alzheimer’s disease. Human genetics. 2001;108(3):194–8. 10.1007/s004390100463 11354629

[6] MaruszakA, SafranowK, BranickiW, Gaweda-WalerychK, PospiechE, GabryelewiczT, et al The impact of mitochondrial and nuclear DNA variants on late-onset Alzheimer’s disease risk. Journal of Alzheimer’s disease: JAD. 2011;27(1):197–210. Epub 2011/07/30. 10.3233/JAD-2011-110710 .21799244

[7] EdlandSD, TobeVO, RiederMJ, BowenJD, McCormickW, TeriL, et al Mitochondrial genetic variants and Alzheimer disease: a case-control study of the T4336C and G5460A variants. Alzheimer disease and associated disorders. 2002;16(1):1–7. Epub 2002/03/08. 10.1097/00002093-200201000-00001 .11882743

[8] CotoE, GomezJ, AlonsoB, CoraoAI, DiazM, MenendezM, et al Late-onset Alzheimer’s disease is associated with mitochondrial DNA 7028C/haplogroup H and D310 poly-C tract heteroplasmy. Neurogenetics. 2011;12(4):345–6. Epub 2011/08/09. 10.1007/s10048-011-0295-4 .21822896

[9] BrookmeyerR, GrayS, KawasC. Projections of Alzheimer’s disease in the United States and the public health impact of delaying disease onset. American journal of public health. 1998;88(9):1337–42. Epub 1998/09/16. 10.2105/ajph.88.9.1337 .9736873PMC1509089

[10] SeshadriS, BeiserA, Kelly-HayesM, KaseCS, AuR, KannelWB, et al The lifetime risk of stroke: estimates from the Framingham Study. Stroke; a journal of cerebral circulation. 2006;37(2):345–50. Epub 2006/01/07. 10.1161/01.STR.0000199613.38911.b2 .16397184

[11] Paganini-HillA, HendersonVW. Estrogen deficiency and risk of Alzheimer’s disease in women. American journal of epidemiology. 1994;140(3):256–61. Epub 1994/08/01. 10.1093/oxfordjournals.aje.a117244 .8030628

[12] BrintonRD. The healthy cell bias of estrogen action: mitochondrial bioenergetics and neurological implications. Trends in neurosciences. 2008;31(10):529–37. Epub 2008/09/09. 10.1016/j.tins.2008.07.003 .18774188PMC10124615

[13] BrookmeyerR, EvansDA, HebertL, LangaKM, HeeringaSG, PlassmanBL, et al National estimates of the prevalence of Alzheimer’s disease in the United States. Alzheimer’s & dementia: the journal of the Alzheimer’s Association. 2011;7(1):61–73. Epub 2011/01/25. 10.1016/j.jalz.2010.11.007 21255744PMC3052294

[14] RiedelBC, ThompsonPM, BrintonRD. Age, APOE and sex: Triad of risk of Alzheimer’s disease. The Journal of Steroid Biochemistry and Molecular Biology. 2016;160:134–47. 10.1016/j.jsbmb.2016.03.012 26969397PMC4905558

[15] BlassJP. Brain metabolism and brain disease: is metabolic deficiency the proximate cause of Alzheimer dementia? Journal of neuroscience research. 2001;66(5):851–6. Epub 2001/12/18. 10.1002/jnr.10087 .11746411

[16] CunnaneS, NugentS, RoyM, Courchesne-LoyerA, CroteauE, TremblayS, et al Brain fuel metabolism, aging, and Alzheimer’s disease. Nutrition (Burbank, Los Angeles County, Calif). 2011;27(1):3–20. Epub 2010/11/03. 10.1016/j.nut.2010.07.021 21035308PMC3478067

[17] De SantiS, de LeonMJ, RusinekH, ConvitA, TarshishCY, RocheA, et al Hippocampal formation glucose metabolism and volume losses in MCI and AD. Neurobiology of aging. 2001;22(4):529–39. Epub 2001/07/11. 10.1016/s0197-4580(01)00230-5 .11445252

[18] IshiiK, SasakiM, KitagakiH, YamajiS, SakamotoS, MatsudaK, et al Reduction of cerebellar glucose metabolism in advanced Alzheimer’s disease. Journal of nuclear medicine: official publication, Society of Nuclear Medicine. 1997;38(6):925–8. Epub 1997/06/01. .9189143

[19] MosconiL, BertiV, Guyara-QuinnC, McHughP, PetrongoloG, OsorioRS, et al Perimenopause and emergence of an Alzheimer’s bioenergetic phenotype in brain and periphery. PloS one. 2017;12(10):e0185926 10.1371/journal.pone.0185926 29016679PMC5634623

[20] MosconiL, MisturR, SwitalskiR, BrysM, GlodzikL, RichK, et al Declining brain glucose metabolism in normal individuals with a maternal history of Alzheimer disease. Neurology. 2009;72(6):513–20. Epub 2008/11/14. 10.1212/01.wnl.0000333247.51383.43 19005175PMC2677512

[21] MosconiL, De SantiS, LiJ, TsuiWH, LiY, BoppanaM, et al Hippocampal hypometabolism predicts cognitive decline from normal aging. Neurobiology of aging. 2008;29(5):676–92. 10.1016/j.neurobiolaging.2006.12.008 17222480PMC2430185

[22] MosconiL. Glucose metabolism in normal aging and Alzheimer’s disease: Methodological and physiological considerations for PET studies. Clin Transl Imaging. 2013;1(4) 10.1007/s40336-013-0026-y .24409422PMC3881550

[23] ReimanEM, CaselliRJ, ChenK, AlexanderGE, BandyD, FrostJ. Declining brain activity in cognitively normal apolipoprotein E epsilon 4 heterozygotes: A foundation for using positron emission tomography to efficiently test treatments to prevent Alzheimer’s disease. Proceedings of the National Academy of Sciences of the United States of America. 2001;98(6):3334–9. Epub 2001/03/15. 10.1073/pnas.061509598 11248079PMC30654

[24] ReimanEM, ChenK, AlexanderGE, CaselliRJ, BandyD, OsborneD, et al Functional brain abnormalities in young adults at genetic risk for late-onset Alzheimer’s dementia. Proceedings of the National Academy of Sciences of the United States of America. 2004;101(1):284–9. Epub 2003/12/23. 10.1073/pnas.2635903100 14688411PMC314177

[25] ReimanEM, ChenK, AlexanderGE, CaselliRJ, BandyD, OsborneD, et al Correlations between apolipoprotein E epsilon4 gene dose and brain-imaging measurements of regional hypometabolism. Proceedings of the National Academy of Sciences of the United States of America. 2005;102(23):8299–302. Epub 2005/06/04. 10.1073/pnas.0500579102 15932949PMC1149416

[26] MosconiL, NacmiasB, SorbiS, De CristofaroMT, FayazzM, TeddeA, et al Brain metabolic decreases related to the dose of the ApoE e4 allele in Alzheimer’s disease. Journal of neurology, neurosurgery, and psychiatry. 2004;75(3):370–6. Epub 2004/02/18. 10.1136/jnnp.2003.014993 14966149PMC1738980

[27] MosconiL, PeraniD, SorbiS, HerholzK, NacmiasB, HolthoffV, et al MCI conversion to dementia and the APOE genotype: a prediction study with FDG-PET. Neurology. 2004;63(12):2332–40. Epub 2004/12/30. 10.1212/01.wnl.0000147469.18313.3b .15623696

[28] MosconiL, SorbiS, NacmiasB, De CristofaroMT, FayyazM, BraccoL, et al Age and ApoE genotype interaction in Alzheimer’s disease: an FDG-PET study. Psychiatry research. 2004;130(2):141–51. Epub 2004/03/23. 10.1016/j.pscychresns.2003.12.005 .15033184

[29] MosconiL, HerholzK, ProhovnikI, NacmiasB, De CristofaroMT, FayyazM, et al Metabolic interaction between ApoE genotype and onset age in Alzheimer’s disease: implications for brain reserve. Journal of neurology, neurosurgery, and psychiatry. 2005;76(1):15–23. Epub 2004/12/21. 10.1136/jnnp.2003.030882 15607989PMC1739315

[30] MosconiL, De SantiS, BrysM, TsuiWH, PirragliaE, Glodzik-SobanskaL, et al Hypometabolism and altered cerebrospinal fluid markers in normal apolipoprotein E E4 carriers with subjective memory complaints. Biological psychiatry. 2008;63(6):609–18. Epub 2007/08/28. 10.1016/j.biopsych.2007.05.030 17720148PMC2386268

[31] VallaJ, YaariR, WolfAB, KusneY, BeachTG, RoherAE, et al Reduced posterior cingulate mitochondrial activity in expired young adult carriers of the APOE epsilon4 allele, the major late-onset Alzheimer’s susceptibility gene. Journal of Alzheimer’s disease: JAD. 2010;22(1):307–13. Epub 2010/09/18. 10.3233/JAD-2010-100129 20847408PMC3124564

[32] WolfAB, CaselliRJ, ReimanEM, VallaJ. APOE and neuroenergetics: an emerging paradigm in Alzheimer’s disease. Neurobiology of aging. 2013;34(4):1007–17. Epub 2012/11/20. 10.1016/j.neurobiolaging.2012.10.011 23159550PMC3545040

[33] MosconiL, BertiV, QuinnC, McHughP, PetrongoloG, VarsavskyI, et al Sex differences in Alzheimer risk: Brain imaging of endocrine vs chronologic aging. Neurology. 2017;89(13):1382–90. Epub 2017/08/30. 10.1212/WNL.0000000000004425 .28855400PMC5652968

[34] ZhaoL, MaoZ, WoodySK, BrintonRD. Sex differences in metabolic aging of the brain: insights into female susceptibility to Alzheimer’s disease. Neurobiology of aging. 2016;42:69–79. 10.1016/j.neurobiolaging.2016.02.011 27143423PMC5644989

[35] DrzezgaA, RiemenschneiderM, StrassnerB, GrimmerT, PellerM, KnollA, et al Cerebral glucose metabolism in patients with AD and different APOE genotypes. Neurology. 2005;64(1):102–7. Epub 2005/01/12. 10.1212/01.WNL.0000148478.39691.D3 .15642911

[36] KishSJ, MastrogiacomoF, GuttmanM, FurukawaY, TaanmanJW, DozicS, et al Decreased brain protein levels of cytochrome oxidase subunits in Alzheimer’s disease and in hereditary spinocerebellar ataxia disorders: a nonspecific change? Journal of neurochemistry. 1999;72(2):700–7. Epub 1999/02/04. 10.1046/j.1471-4159.1999.0720700.x .9930743

[37] ChandrasekaranK, GiordanoT, BradyDR, StollJ, MartinLJ, RapoportSI. Impairment in mitochondrial cytochrome oxidase gene expression in Alzheimer disease. Brain research Molecular brain research. 1994;24(1–4):336–40. Epub 1994/07/01. 10.1016/0169-328x(94)90147-3 .7968373

[38] AksenovMY, TuckerHM, NairP, AksenovaMV, ButterfieldDA, EstusS, et al The expression of several mitochondrial and nuclear genes encoding the subunits of electron transport chain enzyme complexes, cytochrome c oxidase, and NADH dehydrogenase, in different brain regions in Alzheimer’s disease. Neurochemical research. 1999;24(6):767–74. Epub 1999/08/14. 10.1023/a:1020783614031 .10447460

[39] MaurerI, ZierzS, MollerHJ. A selective defect of cytochrome c oxidase is present in brain of Alzheimer disease patients. Neurobiology of aging. 2000;21(3):455–62. Epub 2000/06/20. 10.1016/s0197-4580(00)00112-3 .10858595

[40] ParkerWD, FilleyCM, ParksJK. Cytochrome oxidase deficiency in Alzheimer’s disease. Neurology. 1990;40(8):1302 10.1212/wnl.40.8.1302 2166249

[41] ParkerWDJr., ParksJ, FilleyCM, Kleinschmidt-DeMastersBK. Electron transport chain defects in Alzheimer’s disease brain. Neurology. 1994;44(6):1090–6. Epub 1994/06/01. 10.1212/wnl.44.6.1090 .8208407

[42] YaoJ, RettbergJR, KlosinskiLP, CadenasE, BrintonRD. Shift in brain metabolism in late onset Alzheimer’s disease: implications for biomarkers and therapeutic interventions. Molecular aspects of medicine. 2011;32(4–6):247–57. Epub 2011/10/26. 10.1016/j.mam.2011.10.005 22024249PMC3658304

[43] ZhaoL, MaoZ, WoodySK, BrintonRD. Sex differences in metabolic aging of the brain: insights into female susceptibility to Alzheimer’s disease. Neurobiology of aging. 2016;42:69–79. 10.1016/j.neurobiolaging.2016.02.011 .27143423PMC5644989

[44] MosconiL. Perimenopause and emergence of an Alzheimer’s bioenergetic phenotype in brain and periphery. 2017;12(10). 10.1371/journal.pone.0185926 29016679PMC5634623

[45] YinF, YaoJ, SanchetiH, FengT, MelcangiRC, MorganTE, et al The perimenopausal aging transition in the female rat brain: decline in bioenergetic systems and synaptic plasticity. Neurobiology of aging. 2015;36(7):2282–95. Epub 2015/04/30. 10.1016/j.neurobiolaging.2015.03.013 25921624PMC4416218

[46] GibsonGE, HaroutunianV, ZhangH, ParkLC, ShiQ, LesserM, et al Mitochondrial damage in Alzheimer’s disease varies with apolipoprotein E genotype. Ann Neurol. 2000;48(3):297–303. Epub 2000/09/08. .10976635

[47] ShiL, DuX, ZhouH, TaoC, LiuY, MengF, et al Cumulative effects of the ApoE genotype and gender on the synaptic proteome and oxidative stress in the mouse brain. The international journal of neuropsychopharmacology / official scientific journal of the Collegium Internationale Neuropsychopharmacologicum (CINP). 2014;17(11):1863–79. Epub 2014/05/09. 10.1017/s1461145714000601 .24810422

[48] XuPT, LiYJ, QinXJ, ScherzerCR, XuH, SchmechelDE, et al Differences in apolipoprotein E3/3 and E4/4 allele-specific gene expression in hippocampus in Alzheimer disease. Neurobiology of disease. 2006;21(2):256–75. Epub 2005/10/04. 10.1016/j.nbd.2005.07.004 .16198584

[49] XuPT, LiYJ, QinXJ, KronerC, Green-OdlumA, XuH, et al A SAGE study of apolipoprotein E3/3, E3/4 and E4/4 allele-specific gene expression in hippocampus in Alzheimer disease. Molecular and cellular neurosciences. 2007;36(3):313–31. Epub 2007/09/08. 10.1016/j.mcn.2007.06.009 17822919PMC3625967

[50] ChenHK, JiZS, DodsonSE, MirandaRD, RosenblumCI, ReynoldsIJ, et al Apolipoprotein E4 domain interaction mediates detrimental effects on mitochondria and is a potential therapeutic target for Alzheimer disease. The Journal of biological chemistry. 2011;286(7):5215–21. Epub 2010/12/02. 10.1074/jbc.M110.151084 21118811PMC3037634

[51] SnowdenSG, EbshianaAA, HyeA, AnY, PletnikovaO, O’BrienR, et al Association between fatty acid metabolism in the brain and Alzheimer disease neuropathology and cognitive performance: A nontargeted metabolomic study. PLOS Medicine. 2017;14(3):e1002266 10.1371/journal.pmed.1002266 28323825PMC5360226

[52] MontineTJ, MorrowJD. Fatty Acid Oxidation in the Pathogenesis of Alzheimer’s Disease. The American journal of pathology. 2005;166(5):1283–9 10.1016/S0002-9440(10)62347-4 15855630PMC1606384

[53] LiuQ, ZhangJ. Lipid metabolism in Alzheimer’s disease. Neuroscience bulletin. 2014;30(2):331–45. Epub 2014/04/15. 10.1007/s12264-013-1410-3 .24733655PMC5562656

[54] KlosinskiLP, YaoJ, YinF, FontehAN, HarringtonMG, ChristensenTA, et al White Matter Lipids as a Ketogenic Fuel Supply in Aging Female Brain: Implications for Alzheimer’s Disease. EBioMedicine. 2015;2(12):1888–904. Epub 2016/02/05. 10.1016/j.ebiom.2015.11.002 26844268PMC4703712

[55] BrintonRD. FUELING THE GLUCOSE-STARVED ALZHEIMER’S BRAIN: CATABOLISM OF WHITE MATTER IN THE BRAIN TO GENERATE KETONE BODIES. Alzheimer’s & Dementia: The Journal of the Alzheimer’s Association. 2017;13(7):P882–P3.

[56] HanX, DMH, McKeelDWJr., KelleyJ, MorrisJC. Substantial sulfatide deficiency and ceramide elevation in very early Alzheimer’s disease: potential role in disease pathogenesis. Journal of neurochemistry. 2002;82(4):809–18. Epub 2002/10/03. 10.1046/j.1471-4159.2002.00997.x .12358786

[57] WoodJA, WoodPL, RyanR, Graff-RadfordNR, PilapilC, RobitailleY, et al Cytokine indices in Alzheimer’s temporal cortex: no changes in mature IL-1 beta or IL-1RA but increases in the associated acute phase proteins IL-6, alpha 2-macroglobulin and C-reactive protein. Brain Res. 1993;629(2):245–52. Epub 1993/12/03. 10.1016/0006-8993(93)91327-o .7509248

[58] KangJ, RivestS. Lipid Metabolism and Neuroinflammation in Alzheimer’s Disease: A Role for Liver X Receptors. Endocrine Reviews. 2012;33(5):715–46. 10.1210/er.2011-1049 22766509

[59] ChongJ, YamamotoM, XiaJ. MetaboAnalystR 2.0: From Raw Spectra to Biological Insights. Metabolites. 2019;9(3):57 10.3390/metabo9030057 30909447PMC6468840

[60] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research. 2015;43(7):e47–e. 10.1093/nar/gkv007 25605792PMC4402510

[61] SteadmanPE, EllegoodJ, SzulcKU, TurnbullDH, JoynerAL, HenkelmanRM, et al Genetic effects on cerebellar structure across mouse models of autism using a magnetic resonance imaging atlas. Autism research: official journal of the International Society for Autism Research. 2014;7(1):124–37. Epub 2013/10/24. 10.1002/aur.1344 24151012PMC4418792

[62] JenkinsonM, BeckmannCF, BehrensTE, WoolrichMW, SmithSM. FSL. NeuroImage. 2012;62(2):782–90. Epub 2011/10/08. 10.1016/j.neuroimage.2011.09.015 .21979382

[63] ChenNK, ChangHC, BilginA, BernsteinA, TrouardTP. A diffusion-matched principal component analysis (DM-PCA) based two-channel denoising procedure for high-resolution diffusion-weighted MRI. PloS one. 2018;13(4):e0195952 Epub 2018/04/26. 10.1371/journal.pone.0195952 29694400PMC5918820

[64] SmithDS, LiX, ArlinghausLR, YankeelovTE, WelchEB. DCEMRI.jl: a fast, validated, open source toolkit for dynamic contrast enhanced MRI analysis. PeerJ. 2015;3:e909 Epub 2015/04/30. 10.7717/peerj.909 25922795PMC4411523

[65] BasserPJ, MattielloJ, LeBihanD. MR diffusion tensor spectroscopy and imaging. Biophysical journal. 1994;66(1):259–67. Epub 1994/01/01. 10.1016/S0006-3495(94)80775-1 8130344PMC1275686

[66] PatroR, DuggalG, LoveMI, IrizarryRA, KingsfordC. Salmon provides fast and bias-aware quantification of transcript expression. Nature Methods. 2017;14:417 https://www.nature.com/articles/nmeth.4197#supplementary-information. 2826395910.1038/nmeth.4197PMC5600148

[67] SonesonC, LoveM, RobinsonM. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences [version 2; peer review: 2 approved]. F1000Research. 2016;4(1521). 10.12688/f1000research.7563.2 26925227PMC4712774

[68] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome biology. 2014;15(12):550 Epub 2014/12/18. 10.1186/s13059-014-0550-8 25516281PMC4302049

[69] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences. 2005;102(43):15545–50. 10.1073/pnas.0506580102 16199517PMC1239896

[70] MoothaVK, LindgrenCM, ErikssonK-F, SubramanianA, SihagS, LeharJ, et al PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nature Genetics. 2003;34(3):267–73. 10.1038/ng1180 12808457

[71] StephensM. False discovery rates: a new deal. Biostatistics. 2016;18(2):275–94. 10.1093/biostatistics/kxw041 27756721PMC5379932

[72] KanehisaM, SatoY, FurumichiM, MorishimaK, TanabeM. New approach for understanding genome variations in KEGG. Nucleic Acids Res. 2019;47(D1):D590–d5. Epub 2018/10/16. 10.1093/nar/gky962 30321428PMC6324070

[73] KanehisaM, GotoS. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000;28(1):27–30. Epub 1999/12/11. 10.1093/nar/28.1.27 10592173PMC102409

[74] MosconiL, BertiV, SwerdlowRH, PupiA, DuaraR, de LeonM. Maternal transmission of Alzheimer’s disease: Prodromal metabolic phenotype and the search for genes. Human Genomics. 2010;4(3):170 10.1186/1479-7364-4-3-170 20368139PMC3033750

[75] BrintonRD, YaoJ, YinF, MackWJ, CadenasE. Perimenopause as a neurological transition state. Nat Rev Endocrinol. 2015;11(7):393–405. Epub 2015/05/27. 10.1038/nrendo.2015.82 .26007613PMC9934205

[76] ToledoJB, ArnoldM, KastenmullerG, ChangR, BaillieRA, HanX, et al Metabolic network failures in Alzheimer’s disease: A biochemical road map. Alzheimers Dement. 2017;13(9):965–84. Epub 2017/03/28. 10.1016/j.jalz.2017.01.020 28341160PMC5866045

[77] St John-WilliamsL, BlachC, ToledoJB, RotroffDM, KimS, KlavinsK, et al Targeted metabolomics and medication classification data from participants in the ADNI1 cohort. Sci Data. 2017;4:170140 Epub 2017/10/19. 10.1038/sdata.2017.140 29039849PMC5644370

[78] HaugheyNJ, BandaruVV, BaeM, MattsonMP. Roles for dysfunctional sphingolipid metabolism in Alzheimer’s disease neuropathogenesis. Biochim Biophys Acta. 2010;1801(8):878–86. Epub 2010/05/11. 10.1016/j.bbalip.2010.05.003 20452460PMC2907186

[79] KosicekM, HecimovicS. Phospholipids and Alzheimer’s disease: alterations, mechanisms and potential biomarkers. International journal of molecular sciences. 2013;14(1):1310–22. Epub 2013/01/12. 10.3390/ijms14011310 23306153PMC3565322

[80] FarooquiAA, HorrocksLA, FarooquiT. Interactions between neural membrane glycerophospholipid and sphingolipid mediators: a recipe for neural cell survival or suicide. J Neurosci Res. 2007;85(9):1834–50. Epub 2007/03/30. 10.1002/jnr.21268 .17393491

[81] WhileyL, SenA, HeatonJ, ProitsiP, Garcia-GomezD, LeungR, et al Evidence of altered phosphatidylcholine metabolism in Alzheimer’s disease. Neurobiol Aging. 2014;35(2):271–8. Epub 2013/09/18. 10.1016/j.neurobiolaging.2013.08.001 24041970PMC5866043

[82] KlavinsK, KoalT, DallmannG, MarksteinerJ, KemmlerG, HumpelC. The ratio of phosphatidylcholines to lysophosphatidylcholines in plasma differentiates healthy controls from patients with Alzheimer’s disease and mild cognitive impairment. Alzheimers Dement (Amst). 2015;1(3):295–302. Epub 2016/01/09. 10.1016/j.dadm.2015.05.003 26744734PMC4700585

[83] LawSH, ChanML, MaratheGK, ParveenF, ChenCH, KeLY. An Updated Review of Lysophosphatidylcholine Metabolism in Human Diseases. Int J Mol Sci. 2019;20(5). Epub 2019/03/09. 10.3390/ijms20051149 30845751PMC6429061

[84] MishraA, BrintonRD. Inflammation: Bridging Age, Menopause and APOEε4 Genotype to Alzheimer’s Disease. Frontiers in Aging Neuroscience. 2018;10(312). 10.3389/fnagi.2018.00312 30356809PMC6189518

[85] MathysH, AdaikkanC, GaoF, YoungJZ, ManetE, HembergM, et al Temporal Tracking of Microglia Activation in Neurodegeneration at Single-Cell Resolution. Cell reports. 2017;21(2):366–80. Epub 2017/10/12. 10.1016/j.celrep.2017.09.039 29020624PMC5642107

[86] OpertoG, CacciagliaR, Grau-RiveraO, FalconC, Brugulat-SerratA, RódenasP, et al White matter microstructure is altered in cognitively normal middle-aged APOE-ε4 homozygotes. Alzheimer’s Research & Therapy. 2018;10(1):48 10.1186/s13195-018-0375-x 29793545PMC5968505

[87] HoneaRA, VidoniE, HarshaA, BurnsJM. Impact of APOE on the healthy aging brain: a voxel-based MRI and DTI study. Journal of Alzheimer’s disease: JAD. 2009;18(3):553–64. Epub 2009/07/09. 10.3233/JAD-2009-1163 19584447PMC2892293

How the deposited data were processed for this re-analysis (not part of the article)

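The hippocampal transcriptomes of 20 mice aged 16 months were analysed, 5 each of hAPOE3 males (mice S154 to S158), hAPOE4 males (S174 to S178), hAPOE3 females (S144 to S148) and hAPOE4 females (S164 to S168). The authors prepared polyA libraries, sequenced paired-end reads, assigned them to mouse transcripts with Salmon and summarised them per gene with tximport. The first deposited table holds their estimated counts per gene as whole numbers, without normalization, so no rounding changed them. The second deposited table holds normalized counts, a signal that the authors made with DESeq2 by dividing each count by a factor of its gene and mouse. These factors differ between genes within a mouse, and how they were made was not retraced here. All sample columns of both tables were matched to a mouse by name, and 0 columns were left out.

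Counts per mouse ran from 35778879 to 52520279. At that depth sampling noise is small beside the differences between mice: in each of the 190 pairs of libraries the counts differed by more than sampling noise, with a chi-square of at least 9.56 per degree of freedom, so no library was counted as a repeat of another.

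Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filter filterByExpr by group (21724 of 33119 genes), glmQLFit and glmQLFTest on one mean per group, and Benjamini-Hochberg adjustment with a threshold of 0.05. The comparisons were hAPOE4 against hAPOE3 in males and in females, females against males in hAPOE3 and in hAPOE4 mice, and the interaction of sex and APOE. Log2 fold changes come from that fit, and their standard errors from the fold change and its F statistic. CPM values are TMM-normalized. The genes named were chosen by a rule: in each comparison, up to 3 that rose and 3 that fell most among genes past the threshold with a mean log2 CPM above 0 and no overlap between the groups, with the genes of the paper's figure lists past the threshold, the sex check genes, Apoe and the genes that the paper's text names for the hippocampal transcriptome. The genes of complex II, single mitochondrial, antigen presentation and interferon response genes, and the oocyte genes were named in addition, after their values were seen. Gene positions are those of the GRCm38 annotation that was given, which matched 31059 of the 33119 gene symbols.

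Principal components were computed after the variance stabilizing transformation of DESeq2 1.42.0 from the 500 genes with the highest variance. In every fit PC1 was turned so that hAPOE4 males lay above the other mice by their means. PC2 was turned so that hAPOE3 mice lay above hAPOE4 mice. Components of different fits were paired by rank alone. List scores are the mean over a list of log2 CPM (prior count 2), centred per gene. The figure lists of glycolysis, β-oxidation, TCA cycle, mitochondrial encoded, major histocompatibility complex and interferon response genes were read from the paper. Lists of fatty acid metabolism, inositol phosphate metabolism, branched-chain amino acid degradation and nuclear oxidative phosphorylation, and marker lists of microglia, choroid plexus, neurons, astrocytes, oligodendrocytes, endothelium, blood, border macrophages, striatum, thalamus and cortex were written by hand. Those lists, the tests and most alternatives were chosen before the data were examined. Lists of oocyte, granulosa cell, testis and ribosomal protein genes, and 8 alternatives, were added later. Enrichment was computed with fgsea 1.28.0 on DESeq2 fold changes shrunken with ashr 2.2.63, and with camera and fry of limma 3.58.1 as alternatives. The fgsea estimate of p changed with the random seed, and the values given are those of one fixed seed. The ashr fit between the hAPOE3 sexes also changed with the number of processor threads, of which 1 was used. Groups of 5 were compared by exact permutation tests and groups of 10 by permutation tests with 100000 resamples, two-sided.

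The scripts were tested on simulated counts with the means, library sizes and dispersions estimated from these mice, in which 200 of 21724 genes were changed. edgeR called 93.5% of the 200 genes, with 3.61% of its calls false, and DESeq2 called 95.0% of them, with 14.8% false. These rates hold for single genes with changes of the sizes planted. They do not give the power for smaller changes, or for the list scores and the enrichment.

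Alternatives covered the test (DESeq2 Wald), the normalization, the filter on low counts, the mitochondrial genes, the groups in the fit, the genes and the transformation of the principal components, the form of the list score, the ranking and the test of the enrichment, covariates, and each mouse left out in turn. The KEGG sets, and the genes Eci1, Miox and Mmut of the lists, were not used here. Metabolomic, imaging and histological data were not analysed here, and the result of 1 gene is not reported here.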

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

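The tests of other splits of the mice and of granulosa cell genes were set before their results were seen, and the other tests below were chosen after the result they bear on was seen. In 120 groups of 5 values (list scores and principal components), the value farthest out was beyond Dixon's critical value of 0.71 in 9, where chance alone gives about 6.

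Oocyte genes were expressed in hAPOE4 males, which the paper does not report. The score of 49 oocyte genes whose values had not been looked at before was higher in hAPOE4 than in hAPOE3 males by 2.73 on the log2 scale (exact permutation test, p = 0.0476, adjusted p = 0.317), and 33 of the 49 genes were higher by more than 1. It was 3.28 in S175, 2.59 in S176, 2.83 in S177 and 2.53 in S178, while the hAPOE4 male S174 stood apart from them with -0.879, below the other 15 mice, which lay between -0.809 and -0.556. S174 stood apart in the same way in the list of oocyte genes already seen, with -1.07, and in the granulosa cell score, with -0.0613. Every mouse had more than 1 CPM of 6 of the 49 genes, and of 0 of the 18 genes already seen. Of the 49, Omt2a had the third highest level in hAPOE4 males, with 22.0 ± 14.6 CPM (SD, n = 5) against 0.0232 ± 0.00344 in hAPOE3 males, while the 2 genes above it, Cpeb1 and Rnf114, were expressed alike in all groups. Xist was 28.2 CPM in S175, 23.4 in S176, 22.9 in S177, 19.2 in S178 and 7.56 in S174.

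A mislabelled sex is excluded for these mice, since the lowest Ddx3y level in a mouse labelled male was 46.8 CPM and the highest in a female 0.865. A candidate explanation is RNA or reads of oocytes or early embryos in the libraries of S175 to S178, and the oocyte score difference of 2.73 is what it predicts. With the oocyte score as a covariate, a fit chosen after seeing the data, the median size of the log2 fold change of the 90 genes lower in hAPOE4 females than in hAPOE4 males fell from 2.48 to 0.286, while that of the 46 genes changed alike by genotype in both sexes was 1.35 before and 1.37 after. The score parts 4 of the 5 hAPOE4 males from all other mice, so this fit has less power and would take out a difference of these 4 mice of any cause. These medians, and the lower counts of genes it gave, 6 in place of 135 and of 95, are no proof. Whether the source was whole ovary cannot be told apart: the granulosa cell score was higher in hAPOE4 than in hAPOE3 males by 0.533 (exact permutation test, p = 0.0159, adjusted p = 0.317), through Hsd3b1 (2.82), Nr5a2 (1.57) and Cyp19a1 (0.93), while Star (-0.01), Inhba (-0.09) and Fst (-0.65) did not rise. The granulosa list has 9 genes, of which every mouse had more than 1 CPM of 2. Activation of these genes by the hAPOE4 genotype in males, in 4 of 5 mice, stays open and was not tested.

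The APOE effect differed between the sexes for 40 genes. In 2 of 100 random exchanges of sex labels within genotypes, the real one included, at least 40 genes were found, the most being 2050. All 40 were lower in the difference of hAPOE4 and hAPOE3 in females than in males, and with the oocyte score as a covariate 1 gene was left past the threshold. Because that score parts S175 to S178 from all other mice, the lower count does not tell oocyte reads from another cause. A difference between the sexes in the response to APOE stays open.

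The hAPOE3 male S158 stood apart from the other hAPOE3 males in the striatum score, with 2.71, in the thalamus score, with 1.96, and on PC2, with -7.89. In hAPOE4 males the thalamus score was 1.89 in S176 and 1.66 in S178, and S176 stood apart in the oligodendrocyte score, with 0.690. Every mouse had more than 1 CPM of 7 of the 8 striatum genes, 8 of the 8 thalamus genes and 10 of the 10 oligodendrocyte genes. Tissue bordering the hippocampus in the dissection was not tested as an explanation, and the design gives no biological one, since the mice of a group share their condition.

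The blood score of the hAPOE3 female S144 was 3.13, above the other hAPOE3 females, and the border macrophage score of the hAPOE4 female S168 was -0.605, below the other hAPOE4 females, in which it was between 0.720 and 1.20. Blood left in the tissue was not tested, and no biological explanation was tested. S168 also had a choroid plexus score of -2.13, where the other hAPOE4 females had between -0.302 and 2.9.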

How the results depend on the processing

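The number of differentially expressed genes moved by more than 1.5 times in 22 of 54 alternatives other than leaving out a mouse. Comparisons are given in the order hAPOE4 against hAPOE3 males, hAPOE4 against hAPOE3 females, females against males in hAPOE3 mice, females against males in hAPOE4 mice, and interaction, with 135, 27 higher and 118 lower, 9, 95 and 40 genes. The DESeq2 Wald test gave 322 (224 higher, 98 lower), 339 (71 higher, 268 lower), 25 (15 higher, 10 lower), 250 (23 higher, 227 lower) and 97 genes. With no filter beyond 1 count, hAPOE4 against hAPOE3 males gave 221 (173 higher, 48 lower) and the hAPOE4 sexes 189, with 102, 9 and 41 in the others. With at least 10 counts in every mouse these were 86 and 57, where fewer genes were tested. With only the 2 groups compared in the fit they were 45 and 32, where fewer mice gave the spread. Size factors of DESeq2 in edgeR, and leaving out the mitochondrial genes, moved no count by 1.5 times.

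Among the alternatives chosen after seeing the data, DESeq2 with the authors' factors per gene gave 321, 338, 27, 243 and 84 genes, and edgeR with those factors moved no count by 1.5 times. The oocyte score as a covariate gave 6, 15, 6 and 1 genes in all comparisons but that of the female genotypes, with 23 higher and 123 lower. The ribosomal protein score as a covariate gave 326 genes between the female genotypes, and the choroid plexus score 14 between the hAPOE3 sexes. The cause of these changes was not tested apart from the covariates themselves.

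Leaving out 1 mouse gave 99 to 288 genes between the male genotypes (without S175 and S174), 74 to 257 between the female genotypes (without S165 and S144), 70 to 275 between the hAPOE4 sexes (without S175 and S174) and 30 to 118 for the interaction (without S158 and S174). The cause of these changes was not tested. Of the genes named, Gm6472 lost its call in 6 of 10 such fits and A430010J10Rik in 1 of 10.

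The principal components depended on the processing in 32 of 48 values, and the cause was not tested. Components were paired by rank alone and their signs set by a rule, so axes that changed places can be among these changes. With log2 CPM, PC1 and PC2 carried 31.3% and 14.3% of the variance, hAPOE4 minus hAPOE3 was 23.3 on PC1 (permutation test, p = 0.0161) and -2.61 on PC2 (p = 0.714), female minus male on PC2 -10.3, and the sex gaps differed by -38.8 on PC1 (exact permutation test, p = 0.0439) and by -2.13 on PC2. With 1000 genes PC1 carried 25.9%, the sex difference was -10.2 on PC1 (permutation test, p = 0.0640) and 13.8 on PC2 (p = 0.00039), and the genotype difference on PC1 -3.36. With all genes that passed the filter the components carried 26.5% and 19.2%, the sex difference was 8.37 on PC1 and -4.00 on PC2, and the gaps differed by -0.982 on PC2. Without the sex check genes the sex difference was -8.56 on PC1 (permutation test, p = 0.0775) and 9.62 on PC2 (p = 0.0497), the genotype difference on PC1 -2.04, and the gaps differed by 16.9 on PC2 (exact permutation test, p = 0.0376).

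When the oocyte lists were left out, an alternative chosen after seeing the data, the components carried 30.7% and 18.8%, the sex difference was -9.72 on PC1 and -12.6 on PC2 (permutation test, p = 0.00018), the genotype difference -4.06 on PC1 and -0.723 on PC2 (permutation test, p = 0.861), and the gaps differed by -5.11 on PC2. When the choroid plexus list was left out, also chosen after seeing the data, PC2 carried 22.5%, the sex difference on PC2 was -6.09, the genotype difference on PC2 -5.43 (permutation test, p = 0.220), and the gaps differed by -16.8 on PC1 (exact permutation test, p = 0.0474) and -2.18 on PC2. Leaving out 1 mouse gave 26.8% to 31.9% for PC1 and 18.7% to 26.3% for PC2. The sex difference on PC1 ran from -17.9 to 4.55 (without S146 and S175) and on PC2 from -6.41 to 15.9, the genotype difference on PC1 from -7.02 to 12.5 and on PC2 from -12.7 to -1.08, and the difference of the sex gaps from -17.4 to 0.203 on PC1 and from -0.817 to 14.4 on PC2. The genotype difference on PC2 was negative in each fit by the rule for the sign, and it lost its call in 9 of these 20 fits. In such a fit the difference can lie on PC1 instead, as without S165 (12.5).

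Of the alternative list scores other than those leaving out a mouse, 8 changed direction. Their adjusted p says nothing about stability, since with 5 mice per group a single list could not pass. The glycolysis difference of the male genotypes was -0.0183 with the authors' normalized counts and -0.0410 with the median over genes, and that of hAPOE4 females and hAPOE3 males -0.0160 and -0.0342. The TCA cycle difference of hAPOE4 females and hAPOE3 males was -0.0272 with the authors' normalized counts and -0.0157 without the mitochondrial genes. The median over genes gave -0.000344 for β-oxidation between the male genotypes and -0.00887 for the interaction of the interferon response. All lie near 0, and the cause was not tested.

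Leaving out 1 mouse, 33 of 420 list score differences changed direction. Between the male genotypes glycolysis ran from -0.0225 to 0.0601, β-oxidation from -0.0311 to 0.0499 and the TCA cycle from -0.0595 to 0.0208. Between hAPOE4 females and hAPOE3 males glycolysis ran from -0.0155 to 0.0648 and the TCA cycle from -0.0362 to 0.0441. Between the hAPOE4 sexes glycolysis ran from -0.0357 to 0.0381, the TCA cycle from -0.00910 to 0.0473 and the mitochondrial genes from -0.112 to 0.0250, and between the hAPOE3 sexes β-oxidation from -0.0363 to 0.0311. The interaction ran from -0.0353 to 0.479 for the major histocompatibility complex and from -0.0492 to 0.0987 for the interferon response.

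The number of metabolic lists past the threshold, 0, 0, 4 and 0 in the first 4 comparisons, was 3, 7, 4 and 3 with edgeR's signed root of F as the rank, and 2, 7, 5 and 3 with camera at a preset correlation. With camera at an estimated correlation, and with fry, it was 0 in each, so the 4 lists between the hAPOE3 sexes fell to 0. Reactome pathways gave 0, 0, 2 and 0 of 7. Simple permutations in fgsea, chosen after seeing the data, gave 0, 1, 4 and 0, and 10 other seeds gave 0 to 7 lists between the female genotypes and 0 to 5 between the hAPOE3 sexes. The cause of these changes was not tested beyond the seed. Of 188 single lists under these alternatives, 9 lost the threshold, 27 passed it and 17 changed direction, each of these 17 with an adjusted p far above the threshold. Between the hAPOE4 sexes, nuclear oxidative phosphorylation and glycolysis changed direction with edgeR's rank (permutation adjusted p = 1.00), these and inositol phosphate metabolism with preset camera (adjusted p = 0.893 by limma), estimated camera (adjusted p = 0.981 by limma) and fry (adjusted p = 0.986 by limma), and with Reactome pathways nuclear oxidative phosphorylation and glycolysis (permutation adjusted p = 0.813) and fatty acid metabolism and the TCA cycle (permutation adjusted p = 0.675). Between the male genotypes fatty acid metabolism (permutation adjusted p = 0.637) and the TCA cycle (permutation adjusted p = 0.617) did so with Reactome pathways.

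Of 452 values of named genes, 14 changed, 8 losing their call and 6 changing direction, all 6 near 0 and under alternatives chosen after seeing the data. Between the male genotypes Ddx3y was -0.051 with the authors' factors in edgeR and -0.051 in DESeq2, Eif2s3y 0.027 with the oocyte and 0.012 with the ribosomal covariate, and Apoe -0.072 with the oocyte covariate, with which it was 0.026 between the hAPOE4 sexes. Leaving out 1 mouse, Xist ran from -0.14 to 0.00047 between the female genotypes, and Ddx3y from -0.0097 to 0.13 and Uty from -0.054 to 0.13 between the male genotypes. No paired analysis was possible because the groups share no replicate numbers. The depth limited genes such as H2-Eb2, with at most 5 counts in a mouse, which could not be tested.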

Differences from the paper's values

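Fig 5B of the paper gives numbers of differentially expressed genes, read by eye. Between hAPOE4 and hAPOE3 males the paper has about 210 genes higher in hAPOE4 males in Fig 5B, and 91 were found here. With the DESeq2 Wald test, which the paper's methods name, the number was 224, and with no filter beyond 1 count 173. It was also within 1.5 times of the paper's in 5 of the 10 fits that left out 1 mouse, those without S155 (162), S156 (140), S157 (141), S158 and S174 (242). The other alternatives set before the data were examined did not close the gap. For genes lower in hAPOE4 males the paper has about 110 in Fig 5B, read by eye, against 44 here and 98 with the DESeq2 Wald test, and no other alternative set before the data were examined closed the gap.

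Between hAPOE4 and hAPOE3 females the paper has about 85 genes higher and about 250 lower in hAPOE4 females in Fig 5B, read by eye, and 27 and 118 were found here. The DESeq2 Wald test gave 71 and 268. Without S144 the number of lower genes was within 1.5 times of the paper's, and no other alternative set before the data were examined closed either gap.

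Between hAPOE3 females and males the paper has about 16 genes higher and about 11 lower in females in Fig 5B, read by eye, against 4 and 5 here and 15 and 10 with the DESeq2 Wald test, the one alternative set before the data were examined that closed the gap. Between hAPOE4 females and males the paper has about 19 genes higher and about 220 lower in Fig 5B, read by eye, against 5 and 90 here and 23 and 227 with the DESeq2 Wald test. With no filter beyond 1 count 181 genes were lower, without S168 27 genes were higher, and without S174 268 were lower, and the other alternatives set before the data were examined did not close these gaps.

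DESeq2 with the authors' deposited factors per gene, chosen after seeing the values, gave 212 higher and 109 lower between the male genotypes, 84 and 254 between the female genotypes, 16 and 11 between the hAPOE3 sexes and 19 and 224 between the hAPOE4 sexes.

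The paper states that the transcriptome clusters by sex on PC1 and by genotype on PC2 with a larger sex gap in hAPOE4 mice. Here the difference of the sex gaps was -12.1 on PC1 (exact permutation test, p = 0.245), and it was past 0.05 with log2 CPM (-38.8, exact permutation test, p = 0.0439) and, in an alternative chosen after seeing the data, without the choroid plexus list (-16.8, exact permutation test, p = 0.0474).

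The paper states more glycolysis and TCA cycle expression in males than in females, and still more in hAPOE4 males. Here hAPOE4 females had a glycolysis score of 0.046 and hAPOE4 males of 0.041, and the score of hAPOE4 males exceeded that of hAPOE3 males by 0.023 for glycolysis and was lower for the TCA cycle (difference -0.018). The paper states that β-oxidation rises in females along with subunits of complex II. Here Sdhb was lower in hAPOE3 females than in hAPOE3 males (log2 fold change -0.23), and the complex II genes changed by -0.02 to 0.08 in hAPOE4 mice. The paper states that glycolysis and the TCA cycle were suppressed in hAPOE4 females, where here their scores exceeded those of hAPOE3 males by 0.028 (exact permutation test, p = 0.706) and 0.0055 (exact permutation test, p = 0.960), near 0 and turning to -0.016 and -0.027 with the authors' normalized counts.

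The paper states that lipid pathways rose in hAPOE4 mice. Here the normalized enrichment score of fatty acid metabolism was -0.767 in males and 1.98 in females (permutation adjusted p = 0.0942), and the list was past the threshold in females with edgeR's signed root of F as the rank (permutation adjusted p = 1.43e-06) and with camera at a preset correlation (adjusted p = 0.000324 by limma). For inositol phosphate metabolism the score was 0.997 in males and 1.68 in females. That list was past the threshold in both sexes with edgeR's rank (permutation adjusted p = 0.0306 in males and 0.00160 in females), and in neither with fry. Over 10 other seeds of fgsea 0 to 7 of 8 lists passed in females. Fig 5F shows the lowest mitochondrial expression in hAPOE4 males, where here hAPOE4 females were lowest for 11 of 13 genes. The paper states that major histocompatibility complex and interferon response genes were raised in hAPOE4 females against each of the other groups. Here 5 of 7 major histocompatibility complex and related genes tested and 11 of 16 interferon response genes were higher in hAPOE4 than in hAPOE3 females. Among them were H2-Ab1, H2-Eb1 and H2-Aa (log2 fold changes 1.34, 1.34 and 1.22). H2-K1, H2-D1 and B2m were lower (log2 fold changes -0.05, -0.07 and -0.24, standard errors 0.19, 0.19 and 0.11). Both scores were higher in hAPOE4 females than in each of the other groups.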

Other observations

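The tests of choroid plexus, microglia, gene length and chromosome position below were chosen after the results they bear on were seen, and the counts over other splits of the mice were set before.

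Other splits of the mice gave as many differentially expressed genes in some comparisons. Between the male genotypes, 6 of 100 splits of the 10 mice into 5 and 5, the real one included, gave at least 135 genes, so that this number is within what other groupings of these mice give. The largest, with 1304 genes, set S154, S157, S158, S176 and S178 against the rest. Between the female genotypes 1 of 100 splits gave as many genes as the real one, which was itself, and the next highest gave 2. Between the hAPOE4 sexes 3 of 100 gave at least 95, with a maximum of 242. Between the hAPOE3 sexes 4 of 100 gave at least 9. The largest of these, with 6120 genes, set S144, S145, S146, S154 and S155 against S147, S148, S156, S157 and S158.

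That division of the hAPOE3 mice also separates their nuclear oxidative phosphorylation scores, 0.271 in S147, 0.342 in S148, 0.364 in S156, 0.369 in S157 and 0.406 in S158 against -0.337 to -0.194 in the other 5, with no such division in hAPOE4 mice, which lay between -0.124 and 0.0480. Over the 20 mice that score followed the ribosomal protein score (r = 0.972, permutation p = 0.00026; rho = 0.949, permutation p = 0.00025; r = 0.960 without the 2 mice farthest from the median). The ribosomal list has 79 genes, of which every mouse had more than 1 CPM of 74. Genes of both lists are short, with median transcript lengths of 607 and 632 bases against 1460 in all tested genes, and a length trend that differs between libraries would move both. Removing the length trend of each library narrowed the SD of the score in hAPOE3 males to 0.759 of its size, from 0.339 to 0.258, and in hAPOE3 females to 0.742, so that such a trend is not the whole cause. The labels give no batch, and a library batch that follows this division was not tested. With the ribosomal protein score as a covariate, 9 genes differed between the hAPOE3 sexes and 326 between the female genotypes, in place of 9 and of 27 higher and 118 lower. No biological explanation was tested.

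Choroid plexus genes set the mice apart within groups. Their score lay between -2.32 and -1.67 in 8 mice and between -0.302 and 2.9 in 12, and Ttr ran from 36.5 CPM in S146 to 5943 CPM in S166. Every mouse had more than 1 CPM of 7 of the 12 genes. PC1 holds all 12 genes among its 500, which ties it to their score by construction, so PC1 was computed again without them. Within groups, over the 12 mice of the upper range, that PC1 had r = -0.0864 with the choroid plexus score (exact permutation p = 0.795, adjusted p = 0.944; rho = -0.0559, exact permutation p = 0.885), and r = 0.235 over 6 mice of the lower range (exact permutation p = 0.889), the other 2 being alone in their group there. But that PC1 had become another axis: it set S175 to S178 (18.6 to 22.8) apart from the other mice (at most 1.61), as the oocyte scores do, so this test decides nothing about the first PC1. On PC2 of the same computation, the 8 mice of the lower range lay between 7.39 and 11.1 and the other 12 between -16.0 and 4.16, which was seen and not tested. Choroid plexus tissue as a source of the position on PC1 stays open. The β-oxidation score had r = 0.837 with the choroid plexus score over the 12 mice (exact permutation p = 0.00781, adjusted p = 0.0203; r = 0.736 without the 2 mice farthest from the median), rho = 0.741 (exact permutation p = 0.0148, adjusted p = 0.0518), and r = 0.502 over the 6 (exact permutation p = 0.528). Adjustment was over 7 relations. These tests were made within each range, so differences between the ranges within a group were not used. In each group the mouse with the highest choroid plexus score also had the highest β-oxidation score (S144, S158, S166 and S176). The lowest of both fell on the same mouse except in hAPOE4 males. Whether choroid plexus tissue moved the β-oxidation score is not settled by the tests, since the 2 measures of the relation fall on either side of 0.05 after adjustment. A difference by sex or genotype in choroid plexus expression stays open: the score was higher in hAPOE4 females than in hAPOE4 males by 1.84 (exact permutation test, p = 0.175) and in hAPOE3 females than in hAPOE3 males by 1.61 (exact permutation test, p = 0.127).

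For the major histocompatibility complex score the same relation had r = 0.565 over the 12 mice (exact permutation p = 0.00868, adjusted p = 0.0203), but rho = 0.406 (exact permutation p = 0.0777, adjusted p = 0.181), and r = -0.122 over the 6 (exact permutation p = 0.944). Without the 2 mice farthest from the median r was 0.598. Whether choroid plexus tissue moved this score cannot be told apart from a difference by group, since the 2 measures of the relation fall on either side of 0.05. More microglia in hAPOE4 females is argued against as the source of a rise as large as the one seen. It would raise the 12 microglia genes by at least as much as the major histocompatibility complex score. hAPOE4 females exceeded hAPOE3 males in that score by 0.784, hAPOE4 males by 0.438 and hAPOE3 females by 0.563. In the same order, the microglia score differed by -0.143, 0.012 and -0.019. In each comparison the microglia scores lay below that rise (exact permutation test against the rise, p = 0.00794, the smallest 5 against 5 mice can give). This test takes the rise as known without error. The rises themselves had p = 0.111, 0.214 and 0.159 by exact permutation tests, so the test says nothing about a smaller rise. Expression per microglial cell stays open and was not tested. Border macrophages were not tested as a source either. hAPOE4 females exceeded hAPOE3 males in their score by 1.02 (exact permutation test, p = 0.0317, adjusted p = 0.317). The excess was 0.636 over hAPOE4 males (exact permutation test, p = 0.135) and 0.761 over hAPOE3 females (exact permutation test, p = 0.143). Of the 8 border macrophage genes, 0 had more than 1 CPM in every mouse.

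The genes changed alike by genotype in both sexes lie close to Apoe more often than chance gives. Of 46 such genes 42 have a position, 12 of them within 20 Mb of Apoe on chromosome 7, where 10000 random draws of tested genes gave 1.2 on average and at most 7 (permutation p = 1e-04, the smallest the draws can give). A candidate explanation is DNA of another strain around the targeted gene that differs between the hAPOE3 and hAPOE4 lines. The other 30 genes lie elsewhere, and an effect of the APOE allele on any of the 46 stays open and was not tested.

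hAPOE4 minus hAPOE3 females was 0.007 for neurons (exact permutation test, p = 0.913), 0.12 for astrocytes (p = 0.127, exact), 0.037 for oligodendrocytes (p = 0.706, exact), 0.27 for endothelium (p = 0.0476, exact), -0.72 for blood (p = 0.540, exact), 0.76 for border macrophages (p = 0.143, exact), -0.17 for striatum (p = 0.794, exact), -0.024 for thalamus (p = 0.873, exact), -0.22 for cortex (p = 0.278, exact) and -0.015 for ribosomal proteins (p = 0.921, exact). The branched-chain amino acid degradation score differed by 0.14 (p = 0.0873, exact). The testis score was higher in hAPOE4 than in hAPOE3 mice by 0.27 in males (p = 0.0238, exact) and by 0.25 in females (p = 0.0159, exact). Adjustment over the 100 comparisons of these lists gave an adjusted p of at least 0.317 (exact permutation tests), but the smallest p that 5 against 5 mice can give is adjusted to 0.794 if 1 test reaches it, and 16 tests would have to reach it to pass 0.05, so not passing says nothing about a list. No explanation was tested for these differences.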
